# PRDM9 activity depends on HELLS and promotes local 5-hydroxymethylcytosine enrichment

**DOI:** 10.7554/eLife.57117

**Published:** 2020-10-13

**Authors:** Yukiko Imai, Mathilde Biot, Julie AJ Clément, Mariko Teragaki, Serge Urbach, Thomas Robert, Frédéric Baudat, Corinne Grey, Bernard de Massy

**Keywords:** PRDM9, HELLS, lsh, 5hmC, recombination, meiosis, Mouse

## Abstract

Meiotic recombination starts with the formation of DNA double-strand breaks (DSBs) at specific genomic locations that correspond to PRDM9-binding sites. The molecular steps occurring from PRDM9 binding to DSB formation are unknown. Using proteomic approaches to find PRDM9 partners, we identified HELLS, a member of the SNF2-like family of chromatin remodelers. Upon functional analyses during mouse male meiosis, we demonstrated that HELLS is required for PRDM9 binding and DSB activity at PRDM9 sites. However, HELLS is not required for DSB activity at PRDM9-independent sites. HELLS is also essential for 5-hydroxymethylcytosine (5hmC) enrichment at PRDM9 sites. Analyses of 5hmC in mice deficient for SPO11, which catalyzes DSB formation, and in PRDM9 methyltransferase deficient mice reveal that 5hmC is triggered at DSB-prone sites upon PRDM9 binding and histone modification, but independent of DSB activity. These findings highlight the complex regulation of the chromatin and epigenetic environments at PRDM9-specified hotspots.

## Introduction

In sexual reproduction, genetic information from both parental genomes is reassorted through chromosome segregation during meiosis. Additional genetic diversity is generated by recombination events between parental homologous chromosomes (homologs) that take place during the first meiotic prophase. Meiotic recombination leads to reciprocal (crossover) and non-reciprocal (gene conversion) transfer of genetic information. Crossovers establish physical links between homologs that are maintained until the end of prophase of the first meiotic division and are essential for the proper segregation of homologs at the first meiotic division. Gene conversion without crossovers promotes interactions between homologs, thus mechanistically contributing to the proper execution of the crossover pathway. Gene conversion also leads locally to the replacement of small regions (typically, from a few to a few hundred base pairs) from one parental genome to the other (Chen et al., 2007). Therefore, meiotic homologous recombination enhances genetic diversity (Coop and Przeworski, 2007) and is essential for fertility (Hunter, 2015). Homologous recombination events are generated by the programmed induction of DNA double- strand breaks (DSBs) followed by their repair, as a crossover or not, with a chromatid from the homolog (Baudat and de Massy, 2007). Meiotic DSBs are tightly controlled in time, space, and frequency to drive the homologous recombination pathway while keeping genome integrity (de Massy, 2013; Keeney et al., 2014; Sasaki et al., 2010).

Remarkably, two distinct pathways control DSB localization (Lichten and de Massy, 2011). In several species, including plants and fungi, DSBs occur at promoter regions or regions of accessible chromatin without detectable sequence specificity. This pattern of DSB localization has been thoroughly analyzed in *Saccharomyces cerevisiae* (Pan et al., 2011). The DSB machinery, which involves several proteins including Spo11 that carries the catalytic activity for DNA cleavage (de Massy, 2013), is somehow directed to such accessible chromatin sites. Several factors that act locally, such as chromatin structure, but also higher order chromosome organization features are important for DSB formation at these accessible regions (Lam and Keeney, 2015). In contrast, in humans and mice, and possibly in some non-mammalian species (Baker et al., 2017), DSBs occur at sites bound by PRDM9 and not at promoters (Pratto et al., 2014; Smagulova et al., 2011). The *Prdm9* gene, which is present in a wide range of metazoans, is expressed specifically in meiocytes, at the stage of meiotic DSB formation. It encodes a protein that has a sequence-specific DNA- binding domain with multiple potential targets in the genome. PRDM9 also has a PR-SET domain with methyltransferase activity and promotes the tri-methylation of lysine 4 (H3K4me3) and of lysine 36 (H3K36me3) of histone H3 on nucleosomes adjacent to PRDM9-binding sites (Grey et al., 2018). This methyltransferase activity is essential for DSB formation at PRDM9 sites (Diagouraga et al., 2018). In mice lacking PRDM9, DSBs form at promoters and enhancers (Brick et al., 2012; Mihola et al., 2019).

The various steps that take place from PRDM9 binding to DSB formation are still poorly understood. Specifically, it is not known how the DSB machinery is recruited or activated, and how the different molecular steps proceed in a local chromatin environment that is a priori not specified before PRDM9 binding. Moreover, upon binding, PRDM9 promotes chromatin modifications with the deposition of H3K4me3 and H3K36me3 on adjacent nucleosomes (Baker et al., 2014; Grey et al., 2017; Powers et al., 2016). One or both of these modifications are predicted to be required for DSB activity, because PRDM9 methyltransferase is essential for DSB activity at PRDM9 sites (Diagouraga et al., 2018), unless another substrate of PRDM9 methyltransferase is involved. In addition, these histone modifications may play a role in DSB repair. Indeed, ZCWPW1, a protein reader of H3K4me3 and H3K36me3, is required for efficient DSB repair (Huang et al., 2020; Li et al., 2019; Mahgoub et al., 2020; Wells et al., 2019). Whatever their exact role, the presence of both histone modifications leads to a unique chromatin landscape at PRDM9 sites that is not present at promoters, where H3K36me3 is depleted (Grey et al., 2017; Lam et al., 2019; Powers et al., 2016). Therefore, the specific chromatin environment at PRDM9 sites may be important for DSB activity and repair. In mice lacking PRDM9, where DSBs form mainly at promoters and enhancers, an inefficient DSB repair is observed (Brick et al., 2012; Hayashi and Matsui, 2006), which could be due to the chromatin environment at those sites, and/or alternatively to improper regulation of DSB formation.

Other histone modifications have been identified at PRDM9 sites (Buard et al., 2009; Davies et al., 2016; Lam et al., 2019). It has been proposed that epigenetic features at DSB hotspots are also responsible for some of the observed DSB activity differences in male and female mouse meiosis (Brick et al., 2018). Indeed, besides chromatin, the global cytosine methylation level is different between sexes: low in prophase oocytes (Kagiwada et al., 2013; Seisenberger et al., 2012) and high in spermatocytes (Gaysinskaya et al., 2018). Cytosine methylation is a dynamic epigenetic modification that can be removed by the actions of ten-eleven-translocation (TET) enzymes, the first product of which is 5-hydroxymethylcytosine (5hmC) (Tahiliani et al., 2009). Interestingly, a local increase in 5hmC has been detected at PRDM9 sites in mouse spermatocytes (Brick et al., 2018), indicative of another potential layer of modification at DSB sites.

To gain insights into these molecular steps and to identify proteins involved at PRDM9-binding sites, we developed a proteomic approach to identify PRDM9 partners. We found that HELLS, a member of the SNF2-like family of chromatin remodelers, interacts with PRDM9. This interaction has also been recently shown by Spruce and colleagues (Spruce et al., 2020). Interestingly, HELLS was previously implicated in the regulation of DNA methylation, transposable element expression, heterochromatin dynamics, and DSB repair in somatic cells (Burrage et al., 2012; Dennis et al., 2001; Kollárovič et al., 2020; Lungu et al., 2015; Yu et al., 2014b). HELLS is also required for female and male meiosis (De La Fuente et al., 2006; Zeng et al., 2011). A recent study showed that HELLS is needed for proper meiotic DSB localization and acts as a PRDM9-dependent chromatin remodeler of meiotic hotspots (Spruce et al., 2020). Here, we found that in mouse male meiosis, HELLS is directly involved in the control of DSB activity by ensuring PRDM9 binding and thus DSB formation at PRDM9-dependent sites, consistent with the results obtained by Spruce et al., 2020. This HELLS activity appears to solve the challenge of chromatin accessibility for PRDM9 binding. We also show that HELLS-dependent PRDM9 binding and PRDM9 methyltransferase activity are required for efficient 5hmC enrichment at PRDM9-binding sites. This epigenetic modification is a feature of PRDM9-specified hotspots that is not dependent on DSB formation.

## Results

### HELLS interacts with PRDM9

To identify proteins that interact with PRDM9 we first chose to express a tagged version of human PRDM9 in HeLa S3 cells, which do not express PRDM9 (Morin et al., 2008), and performed immunoprecipitation (IP) followed by mass spectrometry analysis allowing us to identify candidates that are not germline-specific. We generated two stable cell lines that express the human *PRDM9*^A^ allele (Baudat et al., 2010) with an epitope tag (FLAG-HA) inserted at the amino- (Nt) or carboxy-terminal (Ct) end (see Materials and methods). Unmodified HeLa S3 cells were used as negative control. We purified tagged PRDM9^A^-containing complexes from HeLa S3 cell nuclear extracts by FLAG affinity, followed by HA affinity purification (Table 1—source data 1).

**Table 1.** HELLS is co-immunoprecipitated with PRDM9. Two independent immunoprecipitation experiments were performed using HeLa cells and mouse testis extracts. In the first experiment, HeLa S3 cells that express N-terminally (Nter) or C-terminally (Cter) tagged human PRDM9 or without PRDM9 expression vector (no PRDM9) were used to identify proteins that interacts with PRDM9 after size selection (95–120 kD and 70–80 kD), and without size selection. Mouse testis extracts were prepared without (rep1) or after incubation with benzonase (rep2) (in duplicate). IP were performed with an anti-PRDM9 antibody or with normal rabbit serum (mock). For each protein (PRDM9 and HELLS), the total number of peptides, the protein rank in the whole set of proteins with at least one peptide, and ranked by number of peptides, and the sequence coverage are indicated; na: not applicable. For mouse testis extracts, the rank difference of the label free quantification intensity (LFQ) between IPs with anti-PRDM9 and mock are indicated. The full list of the identified peptides is in Supplementary file 1. Extracts analysis by electrophoresis are presented in Table 1—source data 1. Table 1—source data 1.Purification of protein complexes.(A) Western blot analysis after complex purification by Flag-HA of extracts from HeLa S3 cells. HeLa S3 cells without PRDM9 expression vector, or expressing human PRDM9 tagged with Flag-HA at the C-terminus (PRDM9-Ct) or N-terminus (PRDM9-Nt) were used. Protein fractions of the extracts before IP (S1: cytoplasmic fraction, S2: nuclear fraction as input for IPs, ppt: insoluble pellet) and after the affinity purification steps were analyzed by western blotting using an anti-PRDM9 antibody. (B) Analysis of affinity-purified proteins after silver staining (sample without size selection). Eluates 1, 2 and resin fractions obtained from affinity purification (HA) of extracts initially prepared from HeLa S3 cells without PRDM9 expression vector (M), or expressing human PRDM9 tagged with Flag-HA at the C-terminus (Ct) or at the N-terminus (Nt) were separated by electrophoresis and silver stained. Mixtures of Eluate 1 and 2 were used for mass spectrometry analysis. (C) Western blot analysis of complex purification using an anti-PRDM9 antibody and mouse testes extracts (Mouse testis rep1). Protein extracts obtained during the Dignam-based purification (S1: cytoplasmic fraction, S2: nuclear fraction, S3: DNase-treated, and ppt: pellet) were loaded. Input (S2), unbound (UB), and proteins immunoprecipitated (IP) with an anti-PRDM9 antibody or normal rabbit serum (mock) were analyzed by western blotting. Detection was with an anti-PRDM9 antibody. Loading: 1 and 10% of input and IP samples, respectively. (D) Analysis of affinity-purified proteins by silver staining (Mouse testis rep1). Input, and samples IP with an anti-PRDM9 antibody or with normal rabbit serum (mock) were loaded. Bovine serum albumin (BSA) was used as control. Proteins were separated by electrophoresis and silver stained. (E) Western blot analysis of complex purification using an anti-PRDM9 antibody in extracts from mouse testes incubated with benzonase (Mouse testis rep 2), in duplicate (a and b). Protein extracts obtained during the Dignam-based purification steps (S1: cytoplasmic fraction, S2: nuclear fraction, S3: DNase-treated, and ppt: pellet) were loaded. Input (S2) and proteins IP with an anti-PRDM9 antibody or rabbit serum (mock) were analyzed by western blotting. Detection was with an anti-PRDM9 antibody. Loading: 1% and 10% of input and IP samples. (F) Analysis of affinity purified proteins by silver staining (Mouse testis rep2). Input, and samples IP with an anti-PRDM9 antibody or with normal rabbit serum (mock) were loaded. BSA was used as control. Proteins were separated by electrophoresis and stained with silver.

IP	Total peptides PRDM9	Rank PRDM9	Sequence coverage PRDM9 (%)	Total peptides HELLS	Rank HELLS	Sequence coverage HELLS (%)
HeLa with size selection						
HeLa PRDM9 Nter 95–120 KD 70–80 KD	0 7	na 1/21	na 6.4	11 0	1/16 na	11.9 na
HeLa PRDM9 Cter 95–120 KD 70–80 KD	0 7	na 3/34	na 7.3	4 0	2/32 na	4.4 na
HeLa no PRDM9 95–120 KD 70–80 KD	0 0	na	na	0 0	na	na
HeLa without size selection						
HeLa PRDM9 Nter	38	6/447	29.4	97	1/447	48.1
HeLa PRDM9 Cter	35	4/364	33.7	44	1/364	37.6
HeLa no PRDM9	0	na	na	0	na	na
Mouse testis rep1						
IP PRDM9	24	27/571	35.1	14	75/571	24.1
mock	1	538/571	1.2	6	211/571	9.3
LFQ Rank difference		441			113	
Mouse testis rep2 (+benzonase)						
IP PRDM9	14 15	39/890 41/948	26.3	6 7	187/890 178/948	11
mock	1 0	782/890 na	1.4	5 1	323/890 506/948	7.2
LFQ Rank difference		870 688			122 468	

First, we carried out pilot experiments by selecting proteins with a size that ranged between 70 and 80 kD and between 95 and 120 kD after silver staining to potentially identify PRDM9 and other proteins, respectively. PRDM9 peptides were the first and the third most abundant peptides for Nt- and Ct-tagged PRDM9, respectively, only in the 70–80 kD size range (Table 1). Although the predicted molecular weight (MW) of tagged PRDM9 is 103 kD, its detection in the 70–80 kD size range is compatible with its faster than predicted migration during denaturing gel electrophoresis (see western blots in Table 1—source data 1). HELLS peptides were the first and the second most abundant peptides for Nt- and Ct-tagged PRDM9, respectively, only in the 95–120 kD size range, in agreement with HELLS predicted MW (97 kD) (Jarvis et al., 1996). Then, we repeated the experiments, but without size selection and by analyzing the full protein content after affinity purification. This analysis confirmed the pilot experiment findings, and highlighted HELLS as a major PRDM9 partner. In this condition, with both Nt- and Ct-tagged PRDM9, HELLS was the first in the list of proteins identified by mass spectrometry and ranked by peptide abundance. We did not detect HELLS peptides in IP experiments from HeLa S3 cells without the PRDM9-expressing vector. The PRDM9 and HELLS peptide counts, and protein coverages are shown in Table 1 (see Supplementary file 1 for the full list of proteins). We did not perform any other analysis or quantification of the proteome present in these samples for this study.

As HELLS is expressed in gonads and is essential for gametogenesis (De La Fuente et al., 2006; Zeng et al., 2011), we then tried but failed to detect any interaction between HELLS and PRDM9 by western blotting after IP of mouse testis protein extracts. This could be due to technical problems linked to the used antibodies since this interaction was recently detected in mouse testis extracts by Spruce et al., 2020. Therefore, we used mass spectrometry after IP with a polyclonal antibody against PRDM9 or normal rabbit serum (mock) (Table 1, Table 1—source data 1). The relative abundance of HELLS peptides was lower in the assays with mouse testis extracts compared with HeLa S3 cell extracts, partly due to higher noise. Nevertheless, HELLS peptides were enriched in extracts purified with the anti-PRDM9 antibody, compared with mock control. In three independent experiments, 14, 6, and 7 HELLS peptides were obtained after IP with the anti-PRDM9 antibody, and 6, 5, and one in the mock controls (Table 1). HELLS enrichment in IP experiments with the anti-PRDM9 antibody was also revealed by quantification based on the Label-Free-Quantification ranks (Table 1 and Supplementary file 1).

As a complementary approach to proteomics, we searched for PRDM9 partners by yeast two-hybrid screening. Using mouse PRDM9 without zinc fingers as bait and a mouse juvenile testis cDNA bank, we identified six clones that corresponded to HELLS, indicating a direct interaction between PRDM9 and HELLS. All six clones shared a domain that included residues 30 to 448 of HELLS (Figure 1). To better map the HELLS region involved in the interaction with PRDM9, we generated different HELLS constructs and found that the C-terminal region (569-821) of HELLS was dispensable for this interaction (Figure 1B). We could not detect any interaction with PRDM9 upon deletions at the N-terminus or C-terminus of the 1–569 region, such as in the HELLS constructs 193–569 and 1–408, respectively. This suggests the potential involvement of the N-terminal (1-193) and of the central (408-569) regions of HELLS in the interaction with PRDM9 (Figure 1B and Figure 1—figure supplement 1).

**Figure 1.**
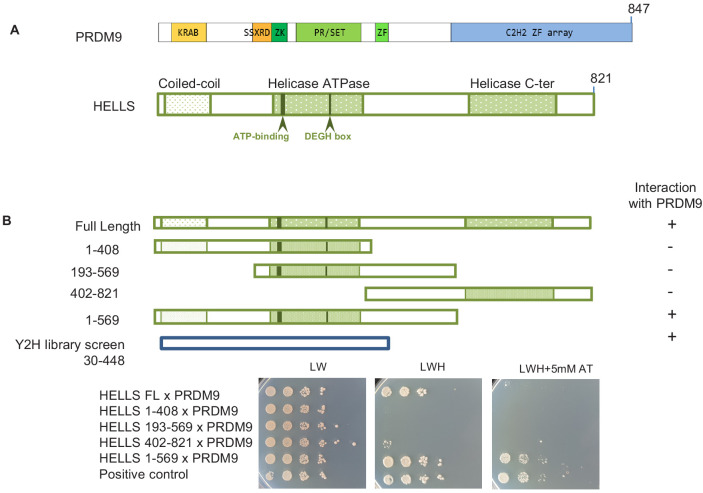
HELLS interacts with PRDM9. (**A**) Domains of PRDM9 and HELLS PRDM9 includes a Krüppel-associated box domain (KRAB), a synovial sarcoma-X break point-repression domain (SSXRD), a Su(var)3–9, Polycomb-group protein enhancer of zeste and trithorax-group protein TRX domain (PR/SET) that is preceded and followed by zinc-finger domains (ZK and ZF, respectively), and a C2H2-type zinc-finger array (C2H2 ZF array). HELLS contains a coiled-coil domain, a helicase ATPase domain, and a helicase C-terminal domain. (**B**) Interaction between PRDM9 and HELLS by yeast two-hybrid assays. Full-length and four fragments of mouse HELLS were used to test for interaction with mouse PRDM9 (full length). HELLS domains were fused to the Gal4 activation domain (GAD), and PRDM9 was fused to the Gal4 DNA-binding domain (GBD). A positive interaction was detected for full-length HELLS and fragment 1–569. Growth was tested on medium without leucine and tryptophan (LW), without leucine, tryptophan and histidine (LWH), and without leucine, tryptophan and histidine with 5 mM amino-triazole (LWH + 5 mM AT). A diploid strain that expresses pGAD-REC114 and pGBD-MEI4 (Kumar et al., 2010) was used as positive control. The HELLS region of the cDNAs isolated by yeast two-hybrid screening is shown. Controls are shown in Figure 1—figure supplement 1.

**Figure 1—figure supplement 1.**
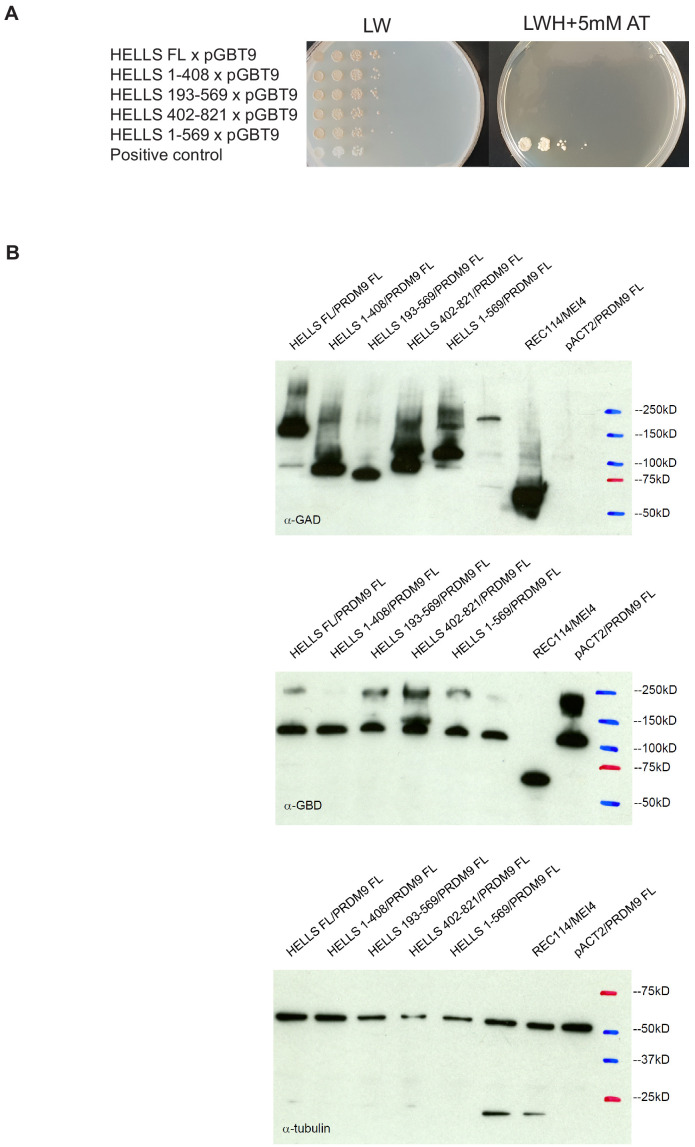
Controls for yeast two-hybrid assays. (**A**) Negative controls for the different mouse HELLS domains analyzed by yeast two-hybrid assays. Growth of diploid strains that express the indicated HELLS construct or the empty GBT9 vector were tested on medium without leucine and tryptophan (LW) and on medium without leucine, tryptophan and histidine with 5 mM amino-triazole (LWH + 5 mM AT). Positive control was a diploid strain that expresses pGAD-REC114 and pGBD-MEI4. (**B**) Western blot analysis of the GAD-HELLS and GBD-PRDM9 fusion proteins expressed in the various diploid strains used in the yeast two-hybrid assays. Blots were probed with anti-GAD, anti-GBD, or anti-tubulin (internal control) antibodies, as indicated.

### HELLS is required for PRDM9-dependent meiotic DSB formation

To evaluate the functional role of HELLS in meiotic recombination, we generated a mouse line in which *Hells* was conditionally ablated only during male meiosis by meiotic-specific expression of CRE under the control of the *Stra8* promoter on a transgene (Sadate-Ngatchou et al., 2008) (*Hells* cKO) (Figure 2—figure supplement 1), because HELLS is essential for mouse development (Geiman et al., 2001). A previous study where HELLS-deficient testes were analyzed by allografting embryonic tissues showed that HELLS is required for meiotic progression during spermatogenesis (Zeng et al., 2011). A potential interpretation for this meiotic defect was that alterations of DNA methylation in the absence of HELLS may affect, directly or indirectly, some properties of meiotic prophase and synapsis between homologous chromosomes (Zeng et al., 2011). This phenotype shares some similarity with the defects observed in *Hells* KO oocytes (defects in meiotic recombination and homologous synapsis, and changes in DNA methylation at repetitive DNA elements and pericentric heterochromatin) (De La Fuente et al., 2006).

Therefore, to test whether HELLS is directly implicated in meiotic recombination, we first precisely determined the meiotic stage(s) and steps that could be affected by HELLS depletion. In this study, we used various mouse strains with wild-type *Hells* alleles (*Hells^fl/+^*, *Hells^fl/+^ Stra8-Cre^Tg^*, *Hells^fl/-^*) that are all named *Hells* CTRL hereafter. Meiotic-specific *Hells* mutant mice were *Hellsfl^fl/-^Stra8-Cre^Tg^* and are named *Hells* cKO hereafter.

Western blot analysis of wild-type mouse testis whole cell extracts showed that HELLS protein could be detected from 4 days post-partum (dpp) to 15 dpp and in adults. PRDM9 was detected from nine dpp when cells have entered meiosis, but not at 4 and 6 dpp before meiosis entry (Figure 2—figure supplement 2). In testis nuclear extracts from 22 dpp *Hells* cKO animals, HELLS level was greatly reduced (Figure 2A), but not the nuclear PRDM9 protein level. The residual HELLS protein expression in testis nuclear extracts from *Hells* cKO mice might be due to incomplete CRE-induced deletion of *Hells* in some spermatocytes, as suggested by the cytological analysis presented below. We analyzed HELLS staining by immunofluorescence on spread spermatocytes of adult *Hells* CTRL and *Hells* cKO mice (Figure 2B). In *Hells* CTRL nuclei, we could detect HELLS as punctuate staining that covered nuclear chromatin, with the highest intensity at leptotene and zygotene and absence of specific staining at later stages (Figure 2—figure supplement 3). In *Hells* cKO nuclei, we did not detect HELLS staining in 75% of leptotene and zygotene nuclei, but could observe a weak HELLS staining in about 25% of nuclei (not shown). Thus, in some *Hells* cKO spermatocytes, HELLS expression was not completely abolished, and the protein was still present in the nucleus. Histological analysis of *Hells* cKO mice revealed spermatogenesis defects with 89% of tubules without haploid cells (Figure 2C,D), suggesting an arrest of spermatocyte differentiation. The presence of 11% of tubules with some haploid cells might be explained by incomplete HELLS depletion in some spermatocytes. Moreover, the percentage of tubules with one or more TUNEL-positive cells was increased, indicative of apoptotic cells undergoing massive genomic DNA breakage (Figure 2E and Figure 2—figure supplement 4).

**Figure 2.**
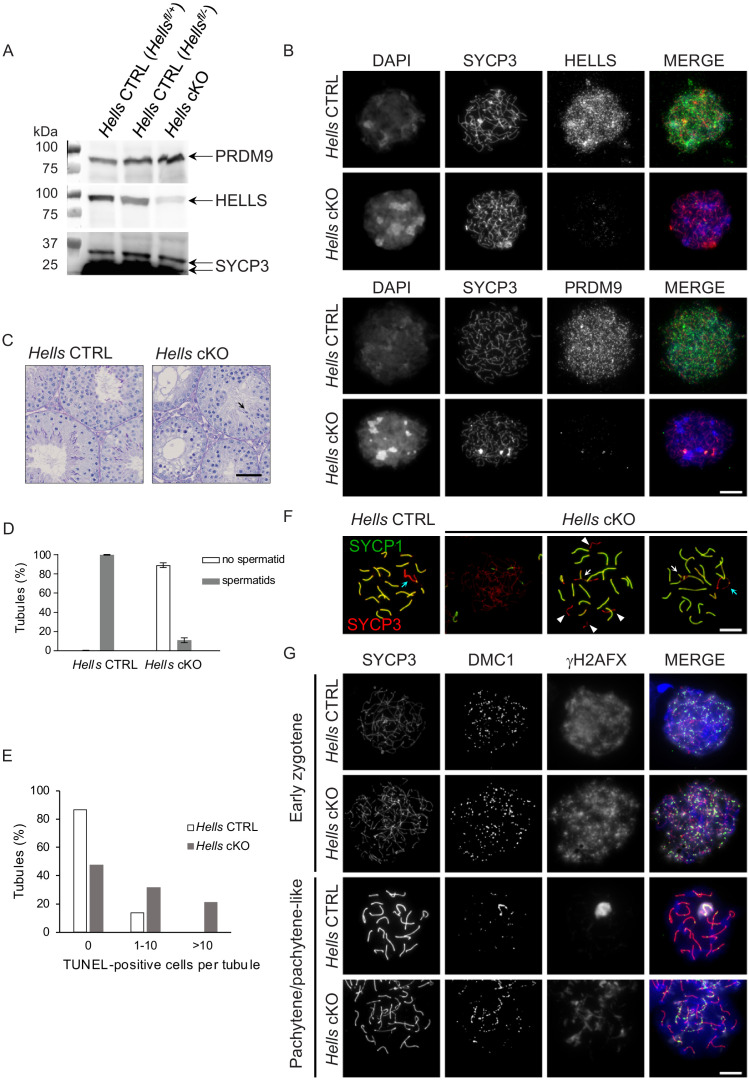
Meiotic prophase is defective in *Hells* cKO spermatocytes. (**A**) Detection of PRDM9, HELLS and SYCP3 expression in nuclear fractions of testes from *Hells* CTRL (*Hells^fl/+^* and *Hells^fl/-^*) and *Hells* cKO mice at 22 dpp.* Hells* alleles are presented in Figure 2—figure supplement 1. HELLS and PRDM9 expression are presented in Figure 2—figure supplement 2. (**B**) Representative spreads of early zygotene spermatocyte nuclei from synchronized testes from *Hells* CTRL and *Hells* cKO mice after staining for DNA (DAPI, white or blue), SYCP3 (white or red) and HELLS (white or green) (top panels) or PRDM9 (white or green) (bottom panels). Anti-HELLS antibody from rabbit was used for these staining. Scale bar, 10 μm. HELLS and PRDM9 detection kinetics are presented in Figure 2—figure supplements 3 and 5. (**C**) Periodic acid-Schiff (PAS) staining of testis sections from 40 dpp *Hells* CTRL and *Hells* cKO mice. To visualize the glycoproteins/acrosomes (violet) and nuclei (blue), testis sections were stained with PAS and counterstained with hematoxylin. *Hells* CTRL testis sections (left panel) show normal spermatogenesis with well-organized stages of germ cell development, round spermatids with PAS-positive normal acrosomal caps, elongating and elongated spermatids. *Hells* cKO testis sections (right panel) show defective spermatogenesis with only few elongated spermatids (black arrow). Scale bar, 50 μm. (**D**) Proportions of seminiferous tubules without and with spermatids (mean ± SD) in testis sections from *Hells* CTRL and *Hells* cKO mice at 40 dpp. n = 4 testis sections from two mice. Data are available in Figure 2—source data 1. (**E**) Apoptosis detected by TUNEL assay in *Hells* CTRL and *Hells* cKO testes at 40 dpp. n = 2 testis sections from one mouse. TUNEL-positive cells are shown in Figure 2—figure supplement 4. Data are available in Figure 2—source data 1. (**F**) SYCP3 (red) and SYCP1 (green) staining of pachytene (*Hells* CTRL) and pachytene-like (*Hells* cKO) spermatocyte nuclei from 40 dpp mice. Arrowheads, unsynapsed chromosomes. White arrow, non-homologous synapsis. Blue arrows, sex chromosomes. Scale bar, 10 μm. (**G**) Representative spreads of early zygotene and pachytene or pachytene-like spermatocyte nuclei from 40 dpp *Hells* CTRL and *Hells* cKO mice, respectively, after staining for SYCP3 (white or red), DMC1 (white or green) and γH2AFX (white or blue). Scale bar, 10 μm. Figure 2—source data 1.Quantification of spermatid and TUNEL-positive sections.

**Figure 2—figure supplement 1.**
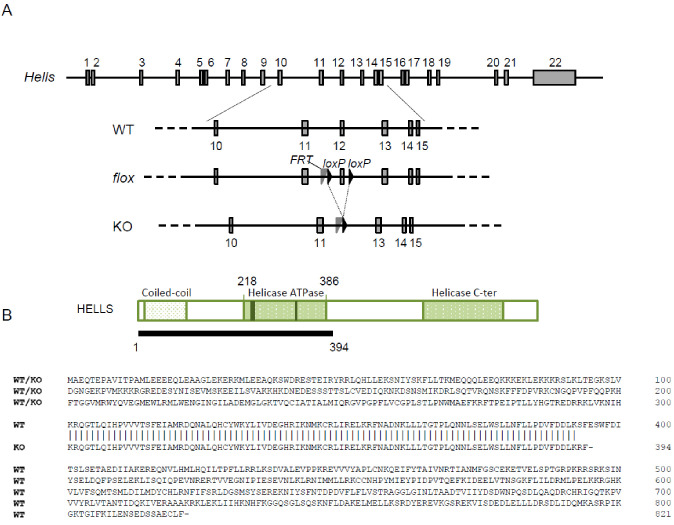
The *Hells* cKO allele. (**A**) Schematic diagram of the *Hells* alleles used in this study. (**B**) Schematic diagram (top) and predicted sequence (bottom) of wild-type (from WT or floxed allele) and mutant (KO) HELLS proteins.

**Figure 2—figure supplement 2.**
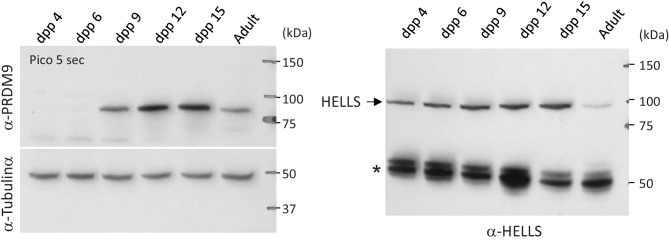
PRDM9 and HELLS protein levels during the first wave of spermatogenesis in wild-type mice. Testis extracts from RJ2 mice at the indicated days post-partum (dpp) and from adult were analyzed by western blotting. The same amount of extracts was loaded in parallel on two different gels. One membrane (left) was probed with anti-PRDM9 and anti-tubulin α antibodies, the other membrane (right) with an anti-HELLS antibody. The star on the right panel indicates non-specific bands.

**Figure 2—figure supplement 3.**
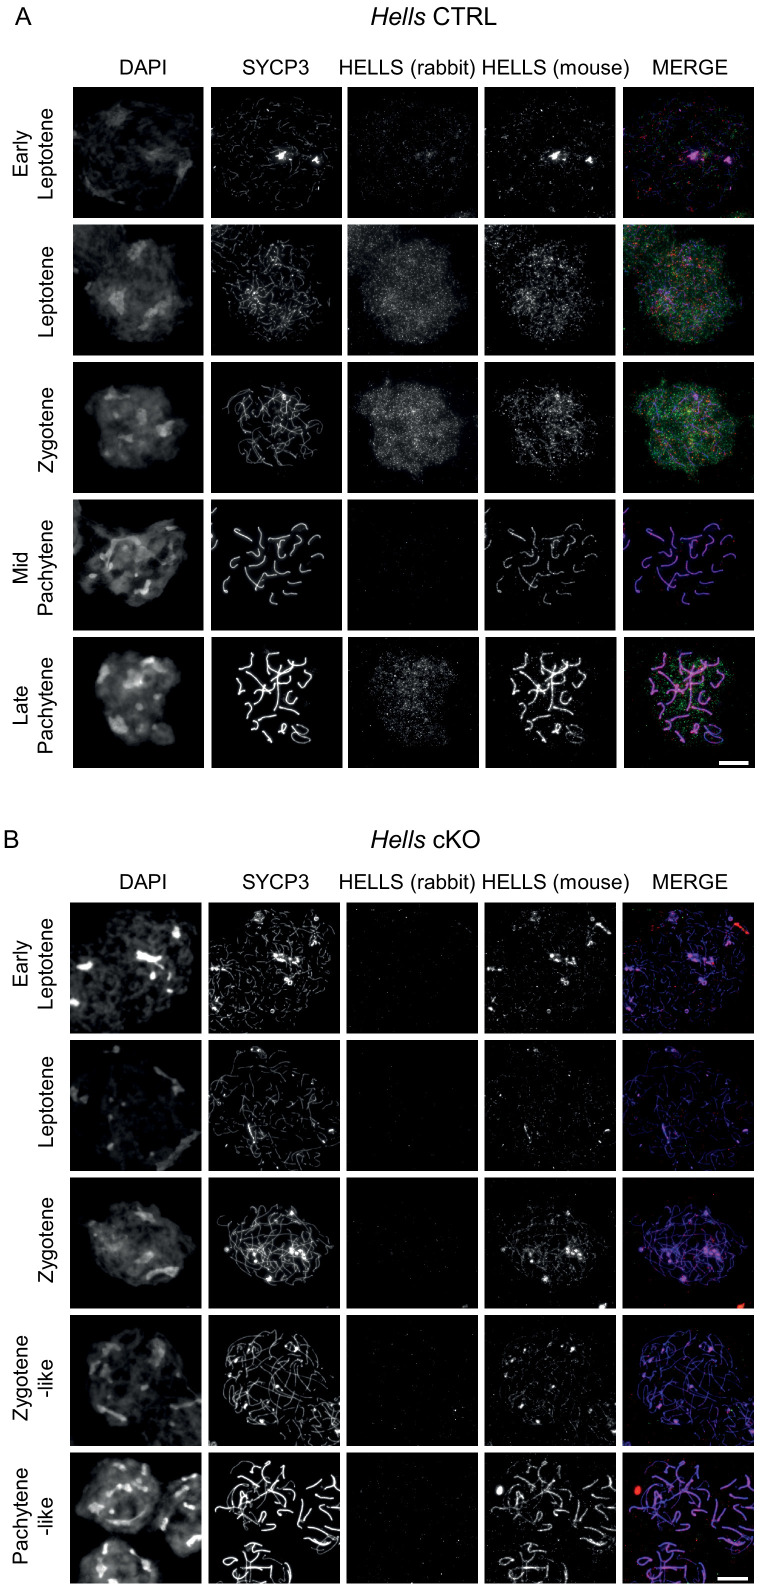
HELLS detection in *Hells* CTRL and *Hells* cKO spermatocytes Representative spreads of spermatocyte nuclei from *Hells* CTRL. (**A**) And *Hells* cKO (**B**) Mice after staining for DNA (DAPI, white), SYCP3(white or blue), and HELLS using a rabbit (white or green) and a mouse (white or red) antibody. Scale bar, 10 μm. Both rabbit and mouse anti-HELLS antibodies display a nucleus-wide, punctate staining in leptotene and zygotene stages, attributable to HELLS. In addition to this specific signal, both antibodies showed also a different non-specific signal. The mouse antibody showed a colocalization with SYCP3 at every stage, that was not seen with the rabbit antibody and is therefore most likely not attributable to HELLS. The rabbit antibody showed a nucleus-wide staining in late pachytene and diplotene stage nuclei, not seen with the mouse antibody, likely due to cross-reaction.

**Figure 2—figure supplement 4.**
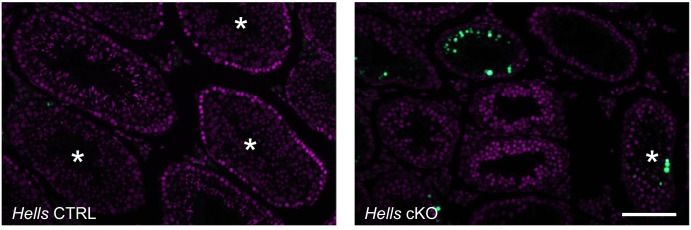
TUNEL-positive cells detected in testis sections of control and *Hells* cKO mice. Sections from 40dpp *Hells* CTRL and *Hells* cKO mice were stained for DNA (DAPI, purple) and TUNEL (green). Asterisks mark tubules containing round spermatids. Scale bar, 10 μm.

**Figure 2—figure supplement 5.**
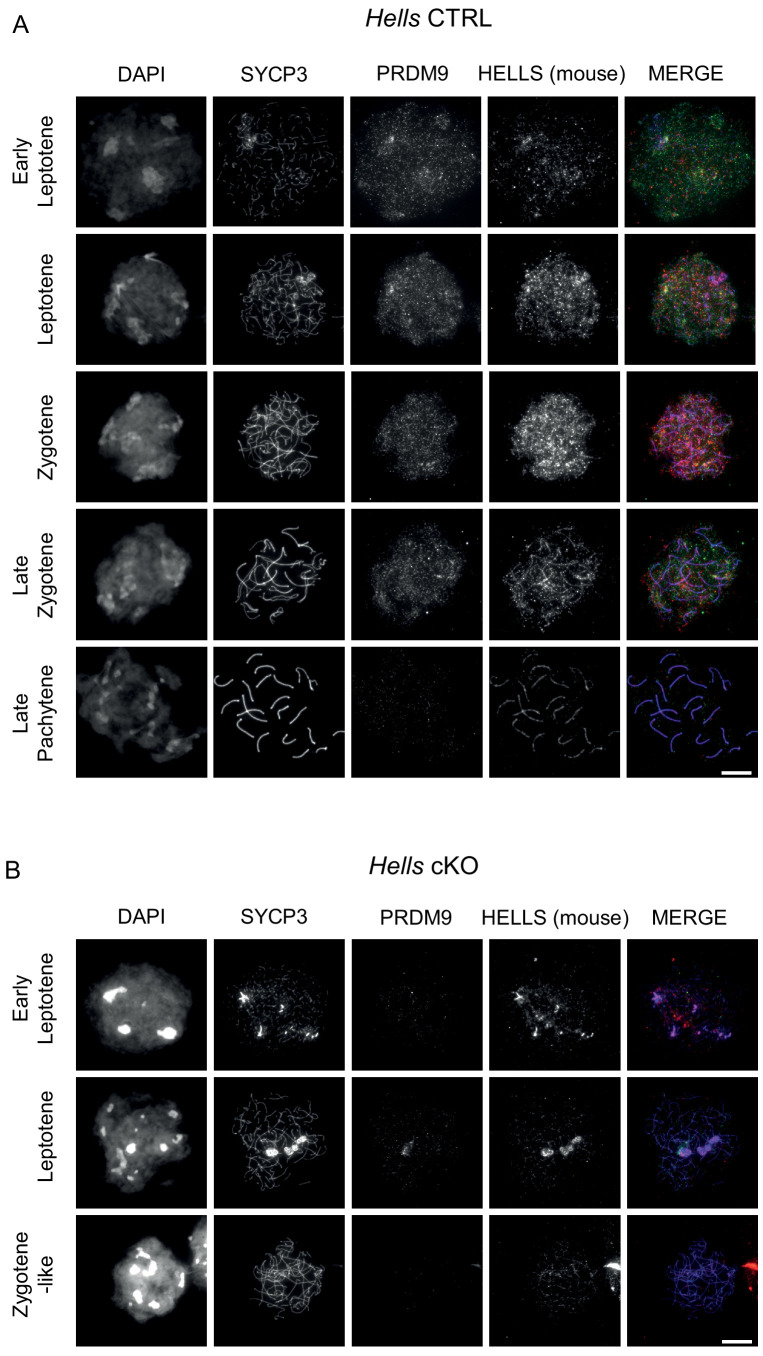
HELLS and PRDM9 detection in *Hells* CTRL and *Hells* cKO spermatocytes. Representative spreads of spermatocyte nuclei from *Hells* CTRL (**A**) and *Hells* cKO (**B**) mice after staining for DNA (DAPI, white), SYCP3 (white or blue), PRDM9 (white or green) and HELLS (white or red). Scale bar, 10 μm. In addition to *bona fides* HELLS staining, the mouse anti-HELLS antibody displays additional, non-specific staining marking the chromosome axes, as described in the legend to Figure 2—figure supplement 3.

By immunostaining of spread spermatocytes, we showed that in *Hells* cKO mice, spermatocytes entered meiotic prophase and progressed until a pachytene-like stage with chromosomes only partially synapsed in most nuclei, whereas some nuclei had fully synapsed chromosomes (Figure 2F), consistent with previous observations on *Hells*-deficient spermatocytes (Zeng et al., 2011). We detected chromosome axes by the presence of the axial protein SYCP3, and synapses by the presence of the central element protein SYCP1. Ninety three percent of *Hells* CTRL nuclei that showed full-length axes were at the pachytene stage with 19 fully synapsed autosomes and a γH2AFX-positive chromatin domain containing the X and Y-chromosomes, called sex body. In contrast, only 13% of *Hells* cKO nuclei with full-length axes were similar to wild-type looking pachytene nuclei. This population of wild-type pachytene nuclei in *Hells* cKO mice could be due to incomplete depletion of HELLS in some spermatocytes, as discussed above.

Interestingly, in most *Hells* cKO spermatocytes, despite the normal level of nuclear PRDM9 detected by western blotting (Figure 2A), the PRDM9 signal detected by immunostaining was much reduced compared with wild-type (Figure 2B, Figure 2—figure supplement 5). As in nuclear spreads proteins that are not tightly bound to chromatin can be partially lost, this low PRDM9 signal in *Hells* cKO samples could indicate that in the absence of HELLS, PRDM9 localizes in the nucleus, but does not bind to chromatin efficiently. Overall, the DSB activity did not seem to be affected because we detected a large number of DMC1 foci. Conversely, DSB repair appeared to be defective, as indicated by the persistence of DMC1 and γH2AFX foci, and the absence of a normal XY sex body at the pachytene-like stage (Figure 2G).

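DMC1 is the strand exchange protein that binds the single-strand DNA at resected DSB ends, and the DNA recovered with it by immunoprecipitation marks where DSBs were formed. The libraries came from *Hells* CTRL mice (5 weeks old, 2 testes per replicate) and from *Hells* cKO mice (9 weeks old, 3 testes per replicate), in which *Hells* was ablated during male meiosis. There were 2 replicates per genotype, and the sample labels place 1 library of each genotype on each of 2 sequencing lanes. Age differed together with genotype (the labels say only that the mice were adults). The authors trimmed the reads to 50 bp, kept those with a Phred score above 28, mapped them to GRCm38/mm10 and retained non-duplicated, uniquely mapped reads. They called peaks with MACS on each replicate and on the pooled reads, tested their reproducibility with the Irreproducible Discovery Rate method, and kept the top peaks of the pooled reads as the final list of each genotype. The data analysed here are these 2 final lists, 1 per genotype, which give the start, end and strength of each peak. The strength is the authors' own score. Their methods describe it as a fragment count at the re-centered peak, normalized to the local background and then to library size, but all the deposited strengths are whole numbers and do not show whether the library-size step is included. The authors also state that the signals of the 2 genotypes could not be normalized to each other, because DMC1 dynamics is altered in *Hells* cKO mice. Strengths were therefore ranked within each list, and where they are set against each other between the lists they are used as deposited unless another scaling is named. Because the replicates were merged before the lists were made, no replicate spread can be given, the number of reads behind a strength is unknown, and tests by random shifts or draws describe these lists and not a difference between mice. The center of a peak was taken as the midpoint of its interval. Sequence and transcription start sites were read from GRCm38.p6 with the GENCODE M21 annotation, and all coordinates are on that assembly. The 95% confidence intervals (CI) of shares are exact (Clopper-Pearson) and cover counting error only.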

To directly test DSB activity and localization in the absence of HELLS, we performed chromatin IP with an anti-DMC1 antibody followed by single-strand DNA sequencing (DMC1 ChIP-SSDS). DMC1 ChIP-SSDS allows recovering single-strand DNA bound by the strand exchange protein DMC1 (Khil et al., 2012). We performed these experiments in two wild-type (*Hells* CTRL) and two *Hells* cKO mice. Both wild-type and mutant mice express the PRDM9^Dom2^ variant that binds to a specific set of genomic sites and promotes DSB formation at those sites (Brick et al., 2012; Grey et al., 2017). 

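The final list of *Hells* CTRL mice held 11133 peaks and that of *Hells* cKO mice 17117 peaks, 1.54 times as many. In both lists the peaks lay on the 19 autosomes and on chromosome X. The median peak width was 1696 bp in *Hells* CTRL and 1958 bp in *Hells* cKO, and the peaks covered 19193297 bp and 34348612 bp. The median strength was 63 in *Hells* CTRL (quartiles 32 and 157, range 11 to 5547) and 31 in *Hells* cKO (quartiles 18 and 62, range 5 to 3299). Although the *Hells* CTRL list had fewer peaks, its strengths summed to 1602283 against 899812 in *Hells* cKO, with a mean of 144 per peak against 52.6. The strongest 1113 peaks of *Hells* CTRL carried 46.6% of the summed strength of their list, and the strongest 1711 peaks of *Hells* cKO carried 37.1% of theirs. The strongest *Hells* CTRL peak (chromosome 2, 98665602 to 98668147, strength 5547) was centered in a coding exon of the predicted gene Gm10800. It was followed by peaks in an intron of *Stag2* (chromosome X, 42214809 to 42217274, strength 3944) and in an intron of *Rbm41* (chromosome X, 139960407 to 139963072, strength 3831). The strongest *Hells* cKO peak (chromosome 2, 98665609 to 98667904, strength 3299) was at the same place as the strongest *Hells* CTRL peak. The next *Hells* cKO peaks were centered in introns of Gm10801 (chromosome 2, 98661672 to 98663549, strength 1507) and of Gm21738 (chromosome 14, 19415829 to 19419968, strength 1275), and each had a *Hells* CTRL partner, of strength 2430 and 2604. The chromosome 14 peak lies in a tandem repeat of 351 bp units. The *Hells* CTRL peaks in Gm10800 and Gm10801 shared 54.1% and 24.8% of their words of 14 bases with a tandem repeat on chromosome 9. Reads from repeats with copies missing from the assembly are therefore not excluded as the source of these strengths.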

We detected 11133 and 17117 peaks of DMC1 enrichment in the *Hells* CTRL and *Hells* cKO samples, respectively. This indicated the presence of DSB activity in both genetic contexts, as observed by immunofluorescence. However, only 1129 peaks were common, representing 10% of *Hells* CTRL peaks, and 6.6% of *Hells* cKO peaks (Figure 3A, Figure 3—figure supplement 1). 

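Peaks were counted as common when the windows of 200 bp on each side of their centers overlapped by at least 1 bp. By this rule, 1129 *Hells* CTRL peaks had a *Hells* cKO partner (10.1% of the list, CI 9.59 to 10.7%), and 1129 *Hells* cKO peaks had a *Hells* CTRL partner (6.60%, CI 6.23 to 6.98%). This left 10004 *Hells* CTRL-specific and 15988 *Hells* cKO-specific peaks. The centers of partners were a median of 79 bp apart, and 59.5% of them were within 100 bp. To obtain the overlap that chance would give, the *Hells* cKO centers were shifted along each chromosome 1000 times. The shifted lists shared a mean of 59.7 peaks with *Hells* CTRL (95% of shifts between 45 and 74.0, highest 86), so that the observed overlap was 18.9 times the mean of the shifts (one-sided permutation test, p = 0.001, the smallest p that 1000 shifts can give). The overlap was thus small as a share of each list and larger than that of randomly placed lists. The setting that moved it most was the restriction to the stronger peaks of each list, those at or above the median strength, in which 208 peaks (3.69%) were common. Common peaks had a median strength of 19 in *Hells* cKO, against 31 for that whole list, so this restriction removes many of the partners. The lower count therefore does not mean that strong *Hells* CTRL peaks were less often common.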

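The 10004 *Hells* CTRL-specific peaks lay a median of 52.5 kb from the nearest *Hells* cKO peak, and the 15988 *Hells* cKO-specific peaks a median of 64.0 kb from the nearest *Hells* CTRL peak. Within 1000 bp of the center, a peak of the other list was found at 81 *Hells* CTRL-specific peaks (0.810%, CI 0.644 to 1.01%) and at 81 *Hells* cKO-specific peaks (0.507%, CI 0.403 to 0.629%). The *Hells* CTRL-specific peaks had a median strength of 57 (quartiles 31 and 124, highest 1398) and carried 60.3% of the summed strength of their list. The *Hells* cKO-specific peaks had a median strength of 32 (quartiles 19 and 63, highest 1102) and carried 92.1% of theirs. The lists give the strength of a peak only where it was called, so the signal of each genotype inside the specific peaks of the other was not analysed here.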

Analysis of the signal intensity in the genotype-specific peaks (*Hells* CTRL -specific and *Hells* cKO-specific) showed the absence of detectable signal in one genotype within peaks specific to the other genotype (Figure 3B). 

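At the 1129 common peaks, the mean strength as deposited was 563 in *Hells* CTRL and 62.9 in *Hells* cKO, a ratio of 8.95. The medians were further apart, with 460 in *Hells* CTRL (quartiles 246 and 725) and 19 in *Hells* cKO (quartiles 13 and 41). The *Hells* CTRL strength was the higher one at 960 of the common peaks (85.0%, CI 82.8 to 87.1%). When strengths were divided by the sum of each list, the ratio of the means fell to 5.03. Ranks need no normalization between the genotypes. The common peaks had a mean percentile of 81.5 in the *Hells* CTRL list and of 38.4 in the *Hells* cKO list. A rank in the *Hells* cKO list also depends on its specific peaks, which carried 92.1% of its summed strength. The ranks therefore show a lower place in the list and not, by themselves, a weaker signal. The same limit holds for strengths divided by the sum of each list. The common peaks held 39.7% of the summed strength of *Hells* CTRL and 7.89% of that of *Hells* cKO. Without replicate values, the size of these differences has no error estimate.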

In the 1129 common peaks, the average DMC1 enrichment intensity was higher in *Hells* CTRL than in *Hells* cKO samples (Figure 3B). Among these common peaks, analysis of individual peak intensities revealed three subgroups, one subgroup with stronger intensity in *Hells* CTRL (n = 898 peaks), one subgroup with stronger intensity in *Hells* cKO (n = 154 peaks), and a smaller subgroup (n = 77 peaks) where the peak intensity was similar in both genotypes (Figure 3—figure supplement 2A). 

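With the log2 ratio of the deposited strengths (*Hells* CTRL over *Hells* cKO) and thresholds of 1 and -1, 908 of the 1129 common peaks were stronger in *Hells* CTRL, 149 were stronger in *Hells* cKO and 72 were similar. With strengths divided by the sum of each list, the groups had 887, 161 and 81 peaks. The similar group depended most on the settings, with 146 peaks when any overlap of the deposited intervals was counted. The 3 groups occupied different parts of the *Hells* CTRL list, which was divided by strength into 10 classes of equal size. In the strongest class (strength 339 and above), 67.6% of the peaks were common (CI 64.8 to 70.3%), and 741 of these 753 peaks belonged to the group stronger in *Hells* CTRL. In the next class (strength 195 to 338), 11.1% were common (CI 9.27 to 13.0%). Below it, the share was between 1.98% and 3.50%, and in the 6 weakest classes the group stronger in *Hells* cKO was the most frequent. The groups are not independent of the classes, because *Hells* CTRL strength is part of the ratio that defines them. *Hells* cKO strengths started at 5 with a lower quartile of 18, so the weakest *Hells* CTRL peaks had little room to be the stronger partner. The median *Hells* CTRL strength of common peaks was 8.07 times that of *Hells* CTRL-specific peaks, and none of 10000 random sets of 1129 *Hells* CTRL peaks had a median above 75 (one-sided permutation test, p = 0.0001, the smallest p these draws can give).

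**Figure D1:**
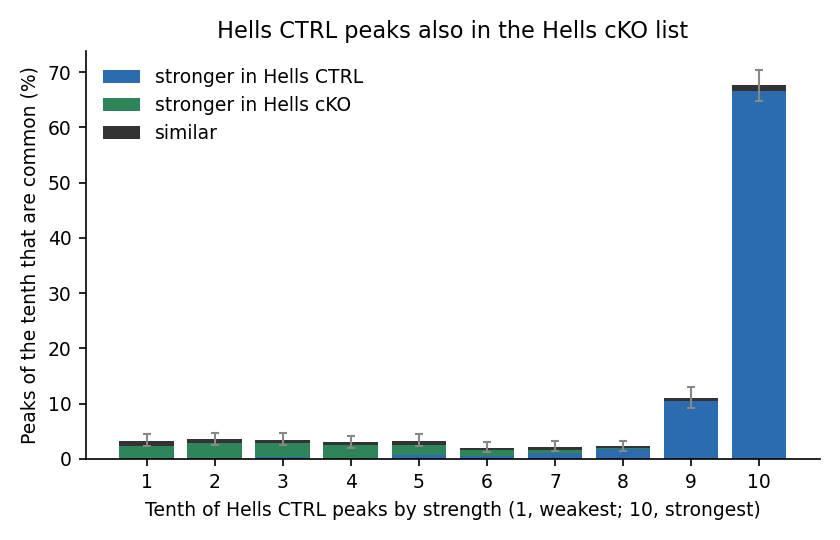
Share of *Hells* CTRL peaks that are common with *Hells* cKO (vertical axis, percent) in 10 classes of *Hells* CTRL strength (horizontal axis, 1 is the weakest). Bars are stacked by group and gray error bars are exact 95% confidence intervals of the total. The share is 67.6% in the strongest class and 11.1% in the next. The peaks stronger in *Hells* cKO are found in the weaker classes, and *Hells* CTRL strength is part of the ratio that defines the groups.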

The group of 898 peaks with stronger intensity in *Hells* CTRL corresponded to DSB sites specified by PRDM9^Dom2^. Indeed, an enrichment for H3K4me3 at these sites was observed specifically in the B6 strain that expresses PRDM9^Dom2^, but not in the congenic RJ2 strain that expresses PRDM9^Cst^, which binds to distinct genomic sites (Figure 3—figure supplement 2B). This suggests that these 898 peaks with stronger DMC1 intensity (in the cell population) in *Hells* CTRL may have a lower DSB level in *Hells* cKO, or may be active only in a smaller cell fraction in *Hells* cKO mice. 

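The 908 peaks of this group had a median strength of 535.5 in *Hells* CTRL and of 17 in *Hells* cKO, and the median log2 ratio was 4.97 (10th to 90th percentile 4.24 to 5.51), a ratio of 31.4. The strengths of the 2 lists were correlated across these peaks, with a Spearman rho of 0.749 (peaks are not independent replicates). The coefficient was 0.697 on the autosomes alone and 0.830 over the 260 peaks of this group among the strongest 2.5% of *Hells* CTRL peaks. The weaker *Hells* CTRL peaks enter the comparison only if they passed the threshold of the *Hells* cKO list, whereas of the strongest 2.5% (278 peaks, strength 748 and above) 265 were common (95.3%, lower limit of the CI 92.1%). Among those 260 peaks, the slope of log2 *Hells* cKO strength on log2 *Hells* CTRL strength was 1.32 (standard error 0.0662), and over all 908 peaks it was 0.574 (standard error 0.0216). The strongest peaks of the group were the *Stag2* and *Rbm41* peaks, whose partners had strengths of 164 and 183 in *Hells* cKO, and the peak in the tandem repeat on chromosome 14, whose partner is among the strongest *Hells* cKO peaks. From the weaker strength in *Hells* cKO, the paper proposes either a lower DSB level at these sites or activity in a smaller fraction of cells.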

We favor the second hypothesis, because our cytological analyses showed that HELLS is still detected in a small fraction of *Hells* cKO spermatocytes. 

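The 149 common peaks with a log2 ratio below -1 had a median strength of 34 in *Hells* CTRL (highest 146, median percentile 27.1 of that list) and of 218 in *Hells* cKO (lowest 30, median percentile 97.6), with a median log2 ratio of -2.42. A transcription start site lay within 1 kb of 128 of them (85.9%, CI 79.3 to 91.1%), compared with 71 of the 908 common peaks stronger in *Hells* CTRL (7.82%, CI 6.16 to 9.76%). The intervals do not overlap. The mean number of CpG dinucleotides within 250 bp of the center was 36.2 in the former group and 4.31 in the latter. The strongest peaks of the group, by the strengths of both lists together, were centered in an exon of 2610002M06Rik (chromosome X, 107814957 to 107817588, strength 114 in *Hells* CTRL and 533 in *Hells* cKO), in an exon of *Tmem267* (chromosome 13, 119487515 to 119490364, 129 and 495) and in an intergenic tandem repeat 4151 bp from a start site of *Muc3* (chromosome 5, 137152613 to 137154332, 40 and 563). Of the 149 peaks, 85 were on chromosome X (57.0%, CI 48.7 to 65.1%). H3K4me3 was not analysed here.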

The group of 154 peaks with higher DMC1 enrichment in *Hells* cKO were in regions with PRDM9-independent H3K4me3 enrichment (Figure 3—figure supplement 2B), suggesting a specific induction of DSB activity at these sites in the absence of HELLS. 

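The 72 common peaks with a log2 ratio between -1 and 1 had a median strength of 57.5 in *Hells* CTRL (quartiles 28.25 and 192.75) and of 47.5 in *Hells* cKO (quartiles 25.5 and 173.5). A start site lay within 1 kb of 26 of them (36.1%, CI 25.1 to 48.3%), fewer than in the group stronger in *Hells* cKO and more than in the group stronger in *Hells* CTRL. In 21 of them the strength reached 100 in both lists. The strongest of the group were the peaks in Gm10800 and Gm10801 on chromosome 2, which are also the strongest *Hells* cKO peaks, and a peak at the start of the assembled sequence of chromosome 9 (2999409 to 3002176, strength 1664 in *Hells* CTRL and 945 in *Hells* cKO). The chromosome 9 peak lies in a tandem repeat of 234 bp units, and the Gm10800 peak shared 54.1% of its words of 14 bases with that repeat. The number of peaks in this group was 32 with a log2 threshold of 0.5 and 136 with a threshold of 2.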

The group of 77 peaks with similar DMC1 intensity in *Hells* CTRL and *Hells* cKO showed a weak PRDM9-independent H3K4me3 enrichment. A low level of DSB activity at PRDM9-independent sites has been detected in mice that express PRDM9, and could account for these peaks (Smagulova et al., 2016).

**Figure 3.**
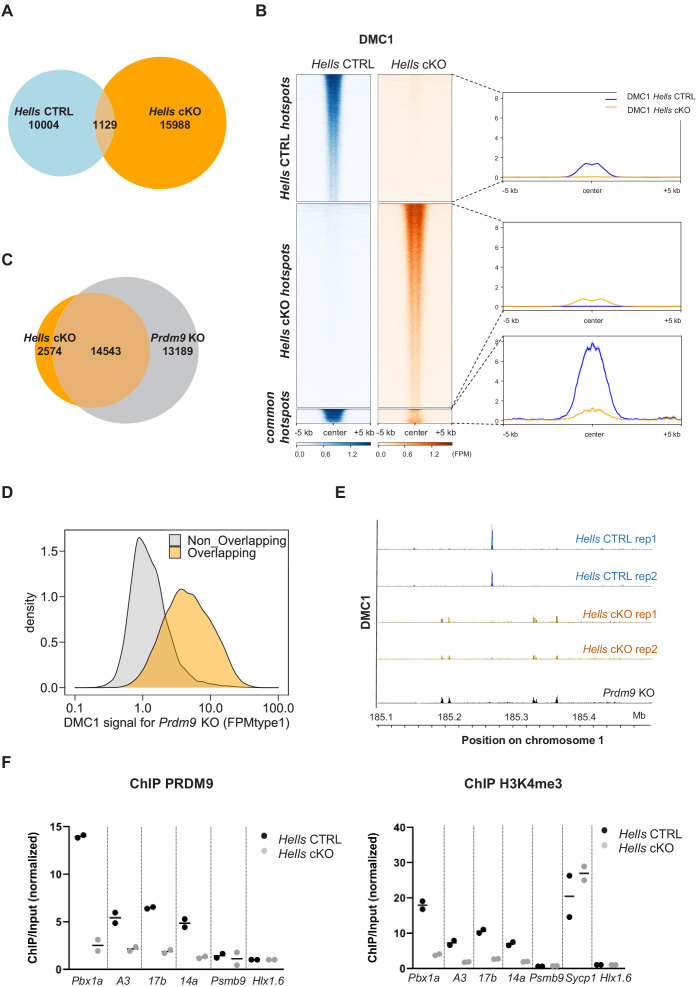
HELLS is required for the formation of meiotic DSBs at sites of PRDM9-dependent DSB formation; DSBs are directed at default sites in the absence of HELLS. (**A**) Limited overlapping between DSB hotspots from *Hells* CTRL and *Hells* cKO testis samples. Only hotspot centers (DMC1-SSDS peaks) that overlapped within a 400bp-window were considered as common. The others were considered as *Hells* CTRL*-* or *Hells* cKO-specific hotspots. Controls are shown in Figure 3—figure supplement 1. (**B**) Distribution of the DMC1-SSDS signal from *Hells* CTRL and *Hells* cKO testis samples around *Hells* CTRL, *Hells* cKO and common hotspots (as defined in (**A**)). The heatmaps show the DMC1-SSDS normalized fragments per million, calculated in a −5 kb to +5 kb window around hotspot centers and averaged within 10bp-bins. For the *Hells* CTRL *-* or *Hells* cKO-specific hotspots, the sites on the heatmaps were ranked by decreasing DMC1 intensity (from top to bottom) in the genotype where the peaks were detected. For the common hotspots, the sites were ranked by decreasing DMC1 intensity (from top to bottom) in *Hells* CTRL mice. The averaged profiles represent the mean DMC1-SSDS signal for each group. The analysis of common hotspots is shown in Figure 3—figure supplement 2. (**C**) Wide overlapping of DSB hotspots from *Hells* cKO and *Prdm9* KO testis samples. Hotspot (DMC1-SSDS peaks) centers that overlapped within a 400bp-window were considered as common. The others were considered to be *Hells* cKO*-* or *Prdm9* KO*-*specific hotspots. *Prdm9* KO data were from GSE99921 (Brick et al., 2012). (**D**) The DMC1-SSDS signal in *Prdm9* KO testis samples is either *Prdm9* KO-specific (i.e. not overlapping) or overlapping with *Hells* cKO-specific hotspots (as defined in (**C**)). Density of hotspot number is plotted as a function of the DMC1 signal in *Prdm9* KO mice, expressed as FPMtype1 (type1-single-strand DNA fragments Per Million of mapped reads, see Materials and methods and Khil et al., 2012 for details). (**E**) DSB maps for *Hells* CTRL (blue) and *Hells* cKO (orange) testis samples (this study, two replicates for each genotype) and *Prdm9* KO testis samples (black, GSE99921; Brick et al., 2012) at a representative region of chromosome 1 (185.1Mb-185.5Mb). (**F**) Enrichment of PRDM9 and H3K4me3 is reduced at hotspots in *Hells* cKO compared with *Hells* CTRL samples. PRDM9 and H3K4me3 ChIP/Input ratios were calculated at several B6 (PRDM9^Dom2^)-specific hotspots (*Pbx1a*, *14a*, *A3*, *17b*), at the *Sycp1* promoter (only for H3K4me3), and at two control regions that contain PRDM9^Cst^-specific hotspots (*Psmb9.8* and *Hlx1.6*). All ratios were normalized to the ratios at *Hlx1.6*. At the four B6-specific hotspots, the difference between *Hells* cKO and *Hells* CTRL was statistically significant (two-tailed Mann-Whitney, p=0.0002). Data are available in Figure 3—source data 1. Figure 3—source data 1.PRDM9 and H3K4me3 ChIP-qPCR.

**Figure 3—figure supplement 1.**
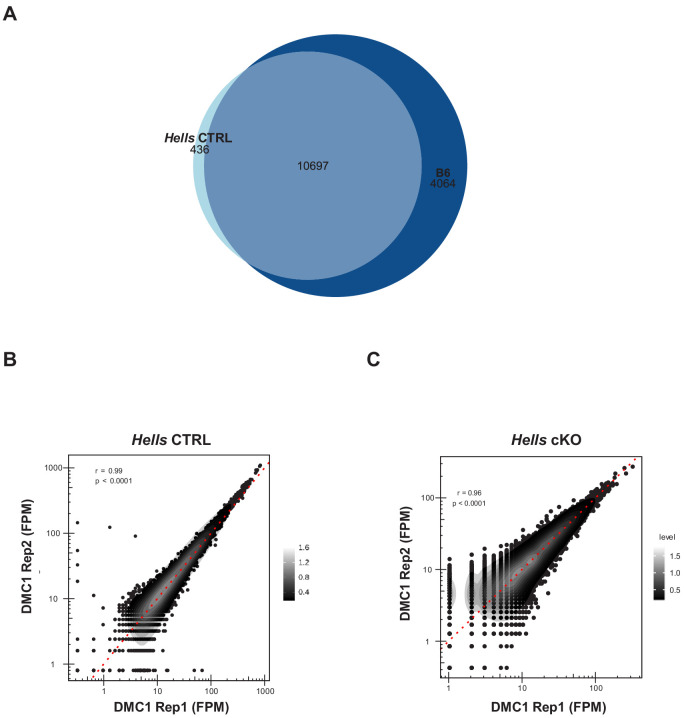
DMC1 ChIP-SSDS reproducibility and controls. (**A**) The DSB map obtained using *Hells* CTRL testis samples reproduces the DSB map obtained using B6 testis samples. Hotspot (DMC1 ChIP-SSDS peaks) centers that overlapped within a 400bp-window were considered as common. The others were unique to *Hells* CTRL or B6. (**B**) Comparison of the DMC1 ChIP-SSDS signal distribution in *Hells* CTRL replicates. (**C**) Comparison of the DMC1 ChIP-SSDS signal distribution in *Hells* cKO replicates. (**B–C**) The red dotted line represents the x = y. The gray scale represents the density calculated with the density2d function from R. The correlation coefficient r is indicated with the significance level (p).

**Figure 3—figure supplement 2.**
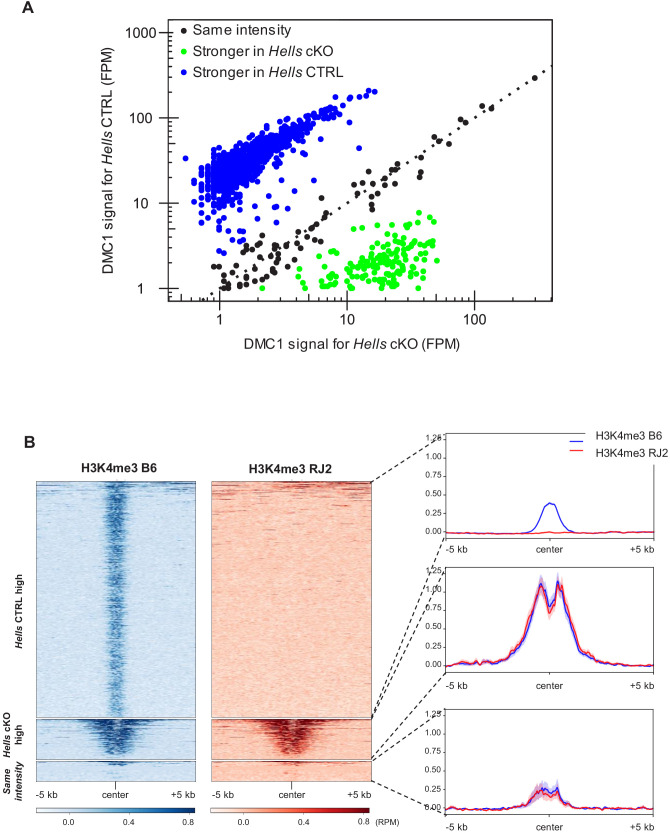
Common hotspots between *Hells* CTRL and *Hells* cKO testis samples. (**A**) Comparison of the DMC1 ChIP-SSDS signals in *Hells* CTRL and *Hells* cKO samples at the common hotspots (n = 1129), defined in Figure 3A. Three groups were identified: (i) hotspots in which the signal was stronger in *Hells* CTRL than in *Hells* cKO (log2(*Hells* CTRL/*Hells* cKO)>1) (blue dots) (n = 898 peaks); (ii) hotspots in which the signal was stronger in *Hells* cKO than in *Hells* CTRL (log2(*Hells* CTRL/*Hells* cKO)<-1) (green dots) (n = 154 peaks); and (iii) hotspots with comparable signal intensity in both genotypes (−1 < log2(*Hells* CTRL/*Hells* cKO)<1) (black dots) (n = 77 peaks). The black dotted line represents x = y. (**B**) H3K4me3 signal distribution in testis samples from the B6 (blue) and RJ2 (red) strains (GSE93955, Grey et al., 2017) around the three categories of common hotspots, as defined in (**A**). B6 carries a *Dom2* allele of *Prdm9* (like *Hells* CTRL and *Hells* cKO), whereas RJ2 carries the *Cast* allele. The heatmaps show a PRDM9-dependent H3K4me3 signal at the common hotspots with stronger signal in *Hells* CTRL (blue group from (**A**)), but not at the others.

To better understand the low overlap of DMC1 peaks in *Hells* CTRL and *Hells* cKO mice, we compared the *Hells* cKO peaks with those mapped in *Prdm9* KO mice. When PRDM9 is defective (such as in *Prdm9* KO mice) DSBs are formed at a different set of genomic sites, also called default sites. These sites overlap mainly with promoters and enhancers and are enriched in H3K4me3 (Brick et al., 2012). Remarkably, 85% of *Hells* cKO peaks overlapped with peaks detected in *Prdm9* KO mice (Figure 3C and E). This demonstrated that in the absence of HELLS, DSBs are no longer formed at PRDM9 sites, but are induced at default sites, similarly to what observed in *Prdm9* KO mice (Figure 3E). 

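The peaks of *Prdm9* KO mice were not analysed here, and the position of the *Hells* CTRL and *Hells* cKO peaks relative to annotated start sites is given instead. A start site lay within 1 kb of 873 *Hells* CTRL peaks (7.84%, CI 7.35 to 8.36%) and of 10528 *Hells* cKO peaks (61.5%, CI 60.8 to 62.2%). With each list shifted along its chromosomes 1000 times, the mean shares were 6.09% and 6.16%, so the *Hells* CTRL share was 1.29 times and the *Hells* cKO share 9.98 times that of the shifted list (one-sided permutation test, p = 0.001 for each list, the smallest p that 1000 shifts can give). Among specific peaks, the shares were 6.51% in *Hells* CTRL (CI 6.03 to 7.01%) and 64.4% in *Hells* cKO (CI 63.7 to 65.2%). The share in *Hells* cKO rose over 10 classes of peak strength, from 34.0% in the weakest class (CI 31.8 to 36.3%) to 91.1% in the strongest (CI 89.6 to 92.4%), whereas in *Hells* CTRL it stayed between 5.21% and 9.34%. With a reach of 500 bp, the shares over the whole lists were 4.72% and 56.9%. The number of CpG dinucleotides within 250 bp of the center also differed, with a mean of 4.86 in *Hells* CTRL and 29.9 in *Hells* cKO. From the overlap of *Hells* cKO peaks with the peaks of *Prdm9* KO mice, whose sites lie mainly at promoters and enhancers, the paper concludes that DSBs are formed at default sites in the absence of HELLS.

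**Figure D2:**
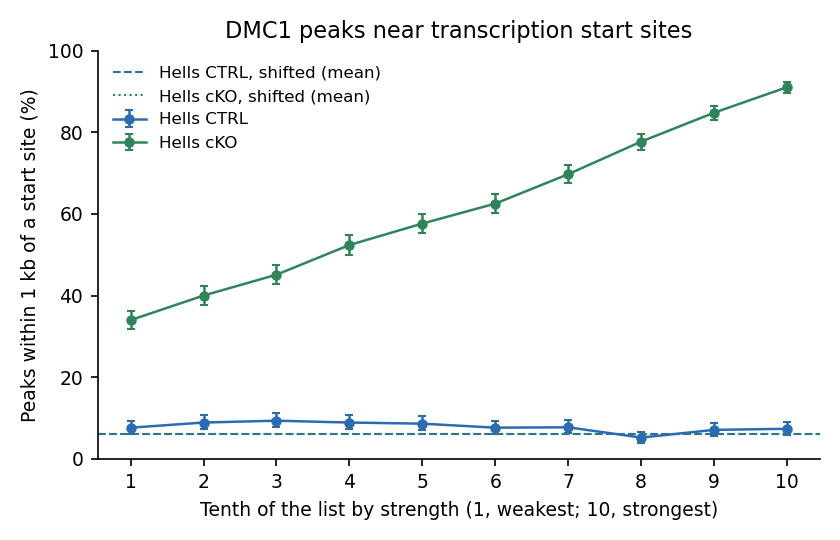
Share of DMC1 peaks within 1 kb of a transcription start site (vertical axis, percent) in 10 classes of strength of the *Hells* CTRL (blue) and *Hells* cKO (green) lists (horizontal axis, 1 is the weakest). Points have exact 95% confidence intervals, and the dashed and dotted lines, which nearly coincide, are the mean shares after shifting the *Hells* CTRL (6.09%) and *Hells* cKO (6.16%) lists; the *Hells* cKO share rises from 34.0% to 91.1%.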

The lower number of peaks detected in *Hells* cKO samples (17117) compared with *Prdm9* KO mice (27732) could be due to a lower signal in *Hells* cKO samples. We hypothesized that mainly low intensity peaks in *Prdm9* KO mice should be undetectable in *Hells* cKO mice, and mainly high intensity peaks in *Prdm9* KO should be detected in *Hells* cKO mice, thus contributing to the population of the 14543 overlapping peaks. Indeed, among the peaks mapped in *Prdm9* KO samples, the peaks that were identified as overlapping with *Hells* cKO peaks were biased toward higher intensity compared with non-overlapping peaks (Figure 3D). The lower signal detected in *Hells* cKO could be explained by a difference in the sensitivity of the current ChIP-SSDS experiment and/or by a difference in DSB activity.

PRDM9-dependent DSB sites are characterized by several features that are implemented independently of DSB formation: PRDM9 binding, and enrichment for H3K4me3, H3K36me3 and H3K9ac on adjacent nucleosomes (Buard et al., 2009; Davies et al., 2016; Grey et al., 2017; Lam et al., 2019; Powers et al., 2016; Spruce et al., 2020). To identify the step of PRDM9-dependent DSB site designation affected by the absence of HELLS, we tested by ChIP-qPCR, PRDM9 binding and H3K4me3 levels at four representative PRDM9^Dom2^ binding sites (*Pbx1a*, *A3*, *14a*, *17b*) that were used as reference in previous studies (Billings et al., 2013; Diagouraga et al., 2018). Enrichment for PRDM9 and for H3K4me3 were strongly reduced (at least by four-fold) at all four sites in *Hells* cKO spermatocytes compared with *Hells* CTRL cells (Figure 3F). This indicates that HELLS is required for efficient PRDM9 binding to its sites, consistent with the strong reduction in PRDM9 signal detected by immunofluorescence (Figure 2B). Moreover, this result provides a molecular interpretation for the absence of DSB activity at PRDM9-binding sites in *Hells* cKO spermatocytes.

### HELLS and PRDM9 are required for 5hmC enrichment at meiotic hotspots

Recently, it was shown that HELLS interacts with all three TET methylcytosine dioxygenases (de Dieuleveult et al., 2020; Jia et al., 2017). Upon oxidation, the activity of TET enzymes on methylated cytosines (5mC) leads to a first product, 5-hydroxymethylcytosine (5hmC). It has been proposed that 5mC conversion to 5hmC allows regulating 5mC levels for proper gene expression (reviewed in Williams et al., 2012). Unlike 5mC, 5hmC is globally associated with euchromatin and is depleted on heterochromatin in somatic cells (Ficz et al., 2011). Interestingly, in mouse male germ cells, 5hmC is enriched at some enhancers and promoters (Gan et al., 2013; Hammoud et al., 2014), and at meiotic DSB hotspots in pachytene spermatocytes (Brick et al., 2018).

To test whether 5hmC enrichment was correlated with the DNA-binding specificity of PRDM9, we took advantage of two congenic mouse strains (B6 and RJ2) that express PRDM9 variants with distinct DNA-binding specificities (PRDM9^Dom2^ and PRDM9^Cst^, respectively). In both strains, the sites of PRDM9 binding and activity have been mapped, and localize to distinct sets of genomic sites (Grey et al., 2017). As the mapping of PRDM9-dependent DSB hotspots can be done with different molecular approaches (ChIP with anti-PRDM9, -H3K4me3, or -DMC1 antibodies), we used the DMC1 ChIP-SSDS data that provide the optimal specificity and sensitivity, as reference for hotspots (Grey et al., 2017). We performed the 5hmC analysis using genomic DNA isolated from 95% pure leptotene/zygotene cell populations (see Methods). In both B6 and RJ2 mouse strains, the 5hmC signal was correlated with DMC1 enrichment (Figure 4A and B), demonstrating that 5hmC enrichment depends on PRDM9 binding to its genomic targets.

**Figure 4.**
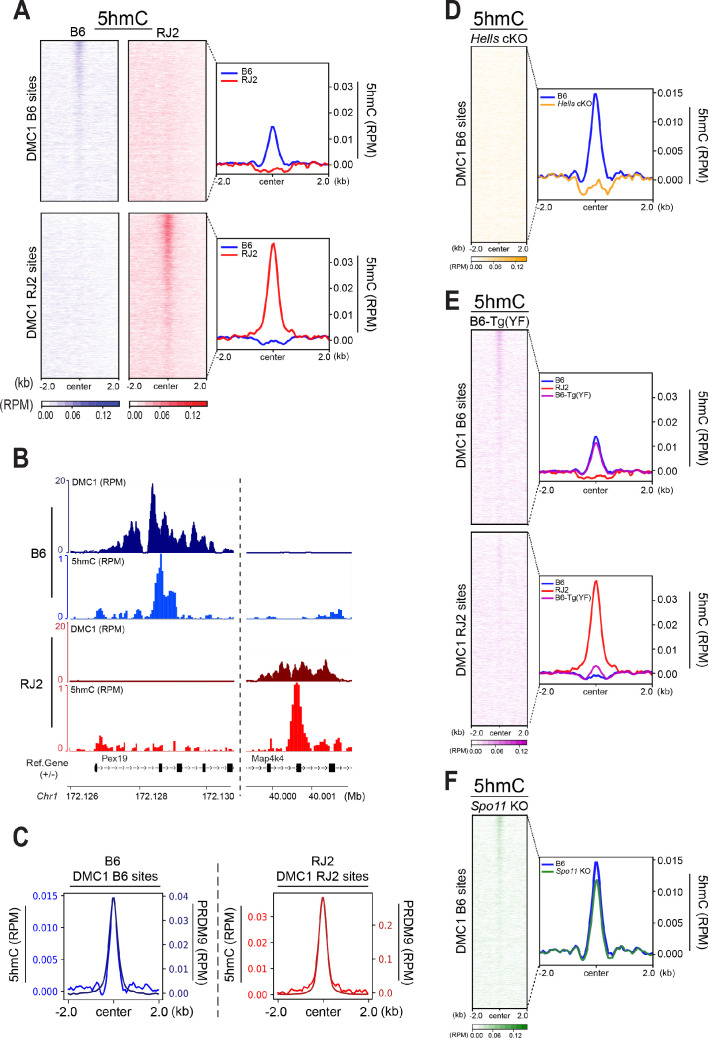
5hmC is enriched at PRDM9-dependent sites and correlates with PRDM9 occupancy. (**A**) Average read enrichment and heatmaps showing 5hmC enrichment in the B6 (blue) and RJ2 (red) strains. Signal was calculated in a +/- 2 kb window around hotspot centers (determined by DMC1-SSDS). 5hmC enrichment was calculated from pooled replicates within 50bp bins and normalized by reads per million (RPM) and input. The sites on the heatmaps are ranked by decreasing DMC1-SSDS signal intensity from top to bottom. (**B**) Read distribution from DMC1 and 5hmC ChIP-seq experiments in the B6 (blue) and RJ2 (red) strains at representative DMC1 PRDM9*^Dom2^* (B6) and PRDM9*^Cst^* (RJ2) specific sites on chromosome 1. Read distribution was calculated from pooled replicates within 50bp bins and normalized by library size and input, except for the DMC1 ChIP experiments. (**C**) Average read enrichment showing 5hmC enrichment (left y axis) and PRDM9 read enrichment (right y axis) in the B6 (blue) and RJ2 (red) strains centered in a +/- 2 kb window around DMC1 B6 and DMC1 RJ2 sites, respectively. Read distribution was calculated from pooled replicates within 50bp bins and normalized by library size and input. (**D**) 5hmC signal at hotspots is HELLS-dependent. Average read enrichment showing 5hmC in the B6 (blue) and *Hells* cKO (orange) strains centered in a +/- 2 kb window around the hotspot centers (DMC1-SSDS B6 sites). 5hmC enrichment was calculated from pooled replicates within 50bp bins and normalized by read per million (RPM) and input. (**E**) 5hmC signal at hotspots is dependent on PRDM9 methyltransferase activity. Average read enrichment showing 5hmC in the B6 (blue), RJ2 (red) and B6-Tg(YF)(magenta) strains centered in a +/- 2 kb window around the hotspot centers (DMC1-SSDS B6 and RJ2 sites). 5hmC enrichment was calculated from pooled replicates within 50bp bins and normalized by read per million (RPM) and input. (**F**) 5hmC signal at hotspots is independent of DSB formation. Average read enrichment showing 5hmC enrichment in the B6 (blue) and *Spo11* KO (green) strain centered in a +/- 2 kb window around the hotspot centers (DMC1-SSDS B6 sites). 5hmC enrichment was calculated form pooled replicates within 50bp bins and normalized by read per million (RPM) and input. The duplicate analysis for all genotypes is shown in Figure 4—figure supplement 2.

**Figure 4—figure supplement 1.**
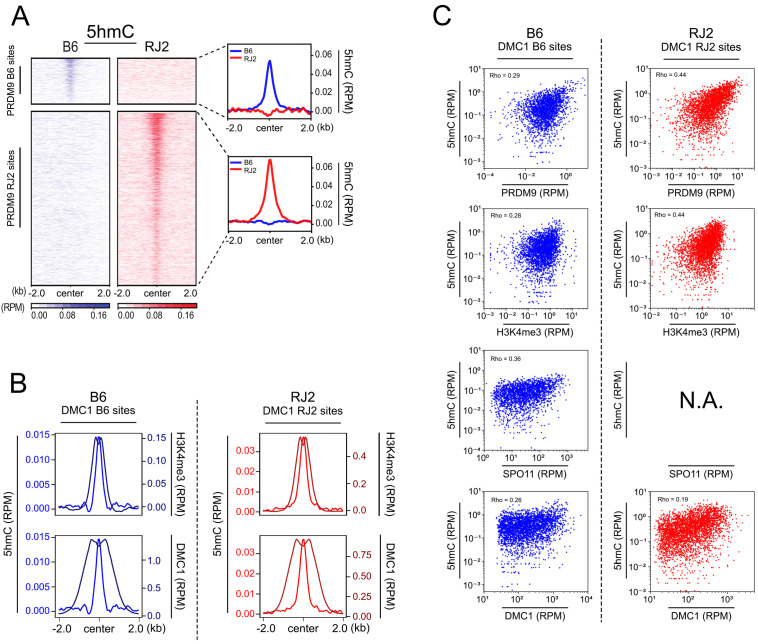
Similar distributions of 5hmC and PRDM9 enrichments. (**A**) Average read enrichment and heatmaps showing 5hmC enrichment in B6 (blue) and RJ2 (red) strains centered in a +/- 2 kb window around the PRDM9 B6 and RJ2 sites, respectively. 5hmC enrichment was calculated from pooled replicates within 50 bp bins and normalized by read per million and input. The sites on the heatmaps are ranked by decreasing PRDM9 signal intensity from top to bottom. (**B**) Average read enrichment showing 5hmC enrichment (left y axis) and H3K4me3 or DMC1 read enrichment (right y axis) in the B6 (blue) and RJ2 (red) strains centered in a +/- 2 kb window around the DMC1 B6 and DMC1 RJ2 sites, respectively. Read distribution was calculated from pooled replicates within 50 bp bins, and normalized by library size and input, except for the DMC1 ChIP experiments. (**C**) Top panels: Scatter plots of 5hmC enrichment *versus* PRDM9 and H3K4me3 enrichment in the B6 (blue) and RJ2 (red) strain at the DMC1 B6 and DMC1 RJ2 sites, respectively (only sites featuring the strongest 5hmC signals, containing at least 6 CpGs in a window within +/- 250 bp around hotspots were considered, see Figure 5 and Materials and methods). Read enrichment was calculated in a window within +/- 250 bp around hotspots (DMC1-SSDS) normalized by library size and input. Bottom panels: Scatter plot of 5hmC read enrichment versus SPO11-oligos peak strength (data available only for B6; Lange et al., 2016) and DMC1 peak strength. Rho is the Spearman correlation coefficient.

**Figure 4—figure supplement 2.**
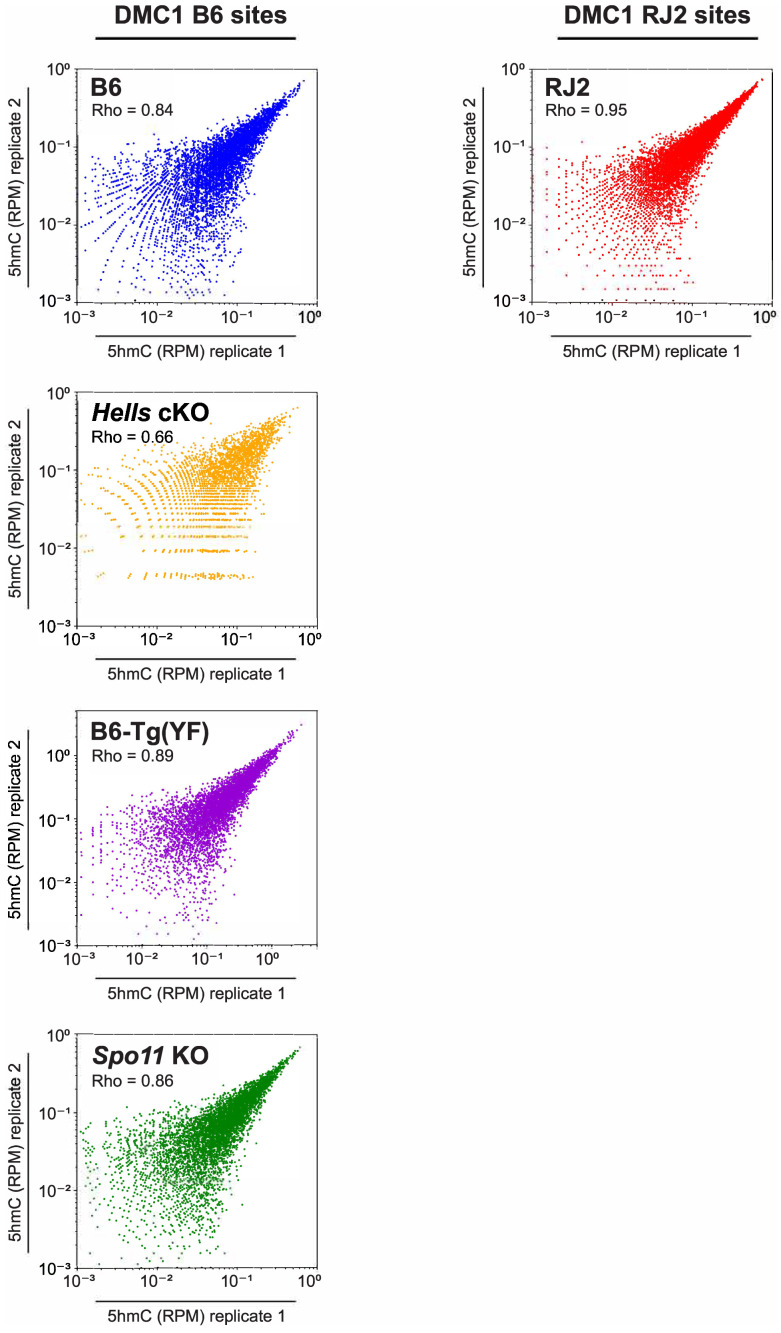
Reproducibility of 5hmC enrichment. Reproducibility of 5hmC enrichment in B6, RJ2, *Hells* cKO, B6-Tg(YF), and *Spo11* KO samples. Scatter plots of 5hmC read enrichment (RPM) in replicate 1 *versus* replicate 2. Blue: B6, Red: RJ2, Orange: *Hells* cKO, Purple: B6-Tg(YF), Green: *Spo11* KO. Read enrichment was calculated in a +/- 250 bp window around the center of DMC1 sites normalized by library size and input. 5hmC enrichment was calculated at DMC1 B6 sites for the B6, *Hells* cKO and *Spo11* KO strains, and at DMC1 RJ2 sites for the RJ2 strain.

The heatmaps of 5hmC enrichment at DMC1 sites revealed a correlation between the strength of the DMC1 hotspots and that of 5hmC (Figure 4A). We obtained similar results when the heatmaps were generated based on sites defined by PRDM9 ChIP (Figure 4—figure supplement 1A). We also noted that the mean 5hmC signal at hotspots was higher in RJ2 than in B6 samples (Figure 4A, Figure 4—figure supplement 1A). This correlated with the greater occupancy of the PRDM9^Cst^ variant (expressed in RJ2 mice) compared with the PRDM9^Dom2^ variant (expressed in B6 mice) (Grey et al., 2017). The 5hmC enrichment analysis and specifically the average enrichment plots showed a narrow distribution of the 5hmC enrichment that extended about +/- 250 bp from the peak center and overlapped closely with the enrichment profile of PRDM9 (Figure 4C). Peak centers were defined based on the DMC1 ChIP-SSDS signal and have been previously shown to overlap with PRDM9 DNA-binding motifs (Smagulova et al., 2011). However, 5hmC distribution was narrower than DMC1 distribution, which extends to the single-stranded DNA generated upon DSB end processing (Figure 4—figure supplement 1B). Moreover, the 5hmC maximum intensity was between the H3K4me3 peaks that delineate the positioned nucleosomes flanking the PRDM9 -binding sites (Baker et al., 2014; Figure 4—figure supplement 1B). Thus, 5hmC was predominantly taking place in the nucleosome-depleted region at and around PRDM9-binding sites.

Altogether, these findings suggest that 5hmC enrichment is functionally linked to PRDM9-binding activity. To directly test this hypothesis, we analyzed 5hmC in *Hells* cKO spermatocytes where PRDM9 binding to hotspots is defective (Figures 2B and 3F). Strikingly, 5hmC enrichment at hotspots was lost in *Hells* cKO spermatocytes (Figure 4D). This suggests that 5hmC enrichment at meiotic hotspots is promoted by HELLS and/or PRDM9 binding, or by one of the subsequent steps depending on HELLS and PRDM9. Therefore, we tested whether PRDM9 methyltransferase activity was required, using a mouse strain (named B6-Tg(YF)) where two PRDM9 variants of distinct DNA- binding specificities are produced: the PRDM9^Dom2^ variant with wild-type methyltransferase activity, and the PRDM9^Cst-YF^ variant with defective methyltransferase activity due to a point mutation (Y357F) in the SET domain (Diagouraga et al., 2018; Wu et al., 2013). Our previous study established that the PRDM9^Cst-YF^ variant binds to the binding sites of PRDM9^Cst^, but cannot catalyze the methylation of the surrounding histones (Diagouraga et al., 2018). In B6-Tg(YF) mice, 5hmC was enriched at the B6 DMC1 sites (bound by PRDM9^Dom2^), as expected, but not at the RJ2 DMC1 sites bound by PRDM9^Cst-YF^ (Figure 4E). We conclude that PRDM9 binding is not sufficient and that its methyltransferase activity is also required for 5hmC enrichment. Then, to test whether 5hmC enrichment required also DSB activity (or downstream events), we analyzed 5hmC enrichment at hotspots in *Spo11* KO mice in which DSB formation is defective. In these mice, 5hmC levels were identical to wild-type mice (Figure 4F). This result indicates that DSB formation is not required for 5hmC, and that a step between PRDM9 histone modification and DSB formation leads to 5hmC enrichment at meiotic hotspots.

We then analyzed the correlation of 5hmC enrichment with the strength of PRDM9, H3K4me3, SPO11-oligos and DMC1 enrichment. SPO11-oligos are the molecular intermediates generated after DSB formation by endonucleolytic cleavage of the strand to which SPO11 is covalently bound (Neale et al., 2005). SPO11-oligos data are available only for the B6 genotype (Lange et al., 2016). DMC1 enrichment reflects DSB formation, but is also influenced by features of DSB repair, and is not directly proportional to SPO11-oligos (Hinch et al., 2019). The correlation plots revealed that in the RJ2 strain, 5hmC was best correlated with PRDM9 and H3K4me3 enrichment, and in the B6 strain, with SPO11-oligo enrichment (Figure 4—figure supplement 1C). In both strains, the weakest correlation was between 5hmC and DMC1. This suggests that 5hmC enrichment at hotspots is better correlated with events directly linked to PRDM9 binding and DSB activity, rather than to DSB repair, which is consistent with the functional dependency reported above.

As 5hmC level at hotspots may depend on the density of CpG dinucleotides and of 5mC, it was important to examine the same correlations in function of the CpG content within hotspots (Figure 5—figure supplement 1A). Over a +/- 250 bp window around hotspot centers, the mean number of CpG was 4.4 (0.88 CpG/100b) in B6, and 4.3 (0.86 CpG/100b) in RJ2. Of note, the consensus motif for PRDM9^Dom2^ and PRDM9^Cst^ does not include CpGs (Baker et al., 2015; Grey et al., 2017). The slight increase in CpG density around PRDM9^Dom2^ hotspot was expected due to the process of GC-biased gene conversion (Duret and Galtier, 2009) that leads to higher GC content at meiotic recombination hotspots (Clément and Arndt, 2013; Grey et al., 2017). We then examined the methylation level at CpGs within +/- 250 bp from B6 and RJ2 hotspot centers that contained at least one CpG using published sodium bisulfite data from B6 samples (Gaysinskaya et al., 2018). As control, we analyzed the methylation level at four different types of genomic sites: (i) two families of transposable elements (LINE and IAP), and (ii) two sets of imprinted control regions (ICRs): one set methylated only in females (female-specific) and the other methylated only in males (male-specific). As shown before (Ferguson-Smith, 2011), we observed low cytosine methylation levels at female-specific ICRs and high methylation levels at male-specific ICRs and the transposable elements LINE and IAP (Figure 5—figure supplement 1B). Meiotic hotspots specific for each strain (B6 and RJ2) showed a similar median methylation level of at least 90% at all stages analyzed (B type spermatogonia, leptotene and pachytene spermatocytes), with a level comparable to what observed in the genome (Figure 5—figure supplement 1B). Note that B6 hotspots, but not RJ2 hotspots, were active in the strain where methylation was monitored. This suggests that overall, in the cell population, the level of hotspot methylation is high already before they are bound by PRDM9, with no further detectable local increase of cytosine modification upon PRDM9 binding. This property was also mentioned in a recent study where the methylation level at DSB sites was measured by Nucleosome Occupancy and Methylome sequencing (NOMe-seq) at different stages during spermatogenesis (Chen et al., 2020). As sodium bisulfite sequencing allows detecting both 5mC and 5hmC, we propose that the 5hmC enrichment we detected at active hotspots results from the conversion of pre-existing 5mC at these sites rather than de novo modification of unmodified cytosines.

We then evaluated the correlation between CpG content and 5hmC enrichment, by clustering hotspots according to their number of CpG dinucleotides within a region of +/- 250 bp around the center. We defined four groups of sites: (i) no CpG, (ii) 1–2 CpG, (iii) 3–5 CpG, and (iv)≥6 CpG dinucleotides. The average plots revealed that sites with higher numbers of CpGs tended to have higher 5hmC enrichment, in agreement with the fact that CpGs are the substrates for this modification (Figure 5A–B, Figure 5—figure supplement 1C). In contrast, the number of CpGs was not correlated with hotspot activity. This is shown by the overlapping curves of average plots for the four groups of CpG content of PRDM9, H3K4me3, and DMC1 enrichment (Figure 5—figure supplement 1D). Heatmaps within each group of hotspots with similar numbers of CpGs revealed also that for a given CpG content, the 5hmC level correlated with the PRDM9, H3K4me3, and DMC1 site intensity (Figure 5—figure supplement 1D), an observation coherent with the functional dependency on PRDM9 binding and methyltransferase activity reported above.

**Figure 5.**
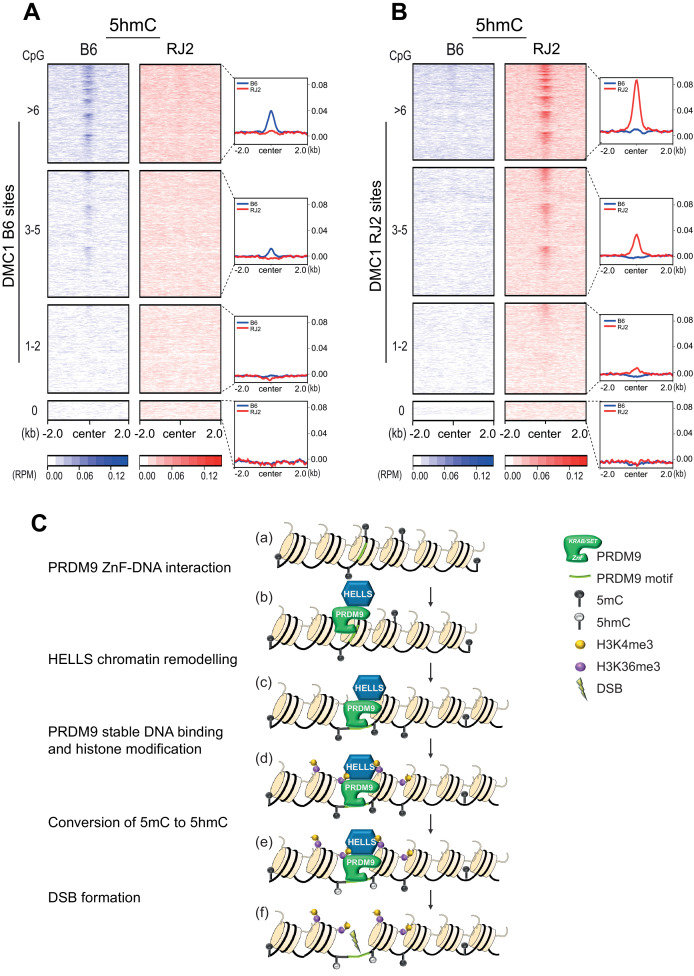
5hmC enrichment at DSB sites sorted by CpG content and model. (**A**) Average read enrichment and heatmaps showing 5hmC enrichment at DMC1-SSDS B6 sites. (**B**) Average read enrichment and heatmaps showing 5hmC enrichment at DMC1-SSDS RJ2 sites. In both panels, the signal was calculated in the B6 (blue) and RJ2 (red) strain in a +/- 2 kb window around the hotspot centers (determined by DMC1-SSDS) and sorted by CpG content with hotspots clustered in four groups: hotspots without CpGs, and three groups of similar size containing increasing numbers of CpGs (1–2, 3–5, and at least 6 CpGs). The number of sites for each group is indicated in the Methods section. For a given CpG content, the sites are ranked by decreasing DMC1-SSDS signal intensity from top to bottom. CpG content was calculated in a +/- 250 bp window around the hotspot centers. The same analysis but at PRDM9 sites is shown in Figure 5—figure supplement 1C. (**C**) Model for the targeting of DSB activity by PRDM9/HELLS in mouse male meiosis. (**a**) A potential PRDM9-binding site is a specific DNA motif in a region of chromatin with no specific feature. For each nucleosome, only two histone tails (H3) are shown. (**b**) The zinc-finger domain of PRDM9 (ZnF) interacts with specific DNA motifs. PRDM9 may be interacting as a complex with HELLS before binding to its target sites as suggested by Spruce et al., 2020. (**c**) HELLS promotes chromatin remodeling, enhancing accessibility of PRDM9 to its DNA motif and a stable interaction. (**d**) PRDM9 methyltransferase catalyzes H3K4me3 and H3K36me3 on adjacent nucleosomes. These histone modifications may or not be symmetric (Lange et al., 2016). H3K9Ac is also known to be enriched near PRDM9 -binding site at this stage (not shown). (**e**) Putative methylated cytosines (5mC) near the PRDM9-binding site are converted to 5hmC, suggesting the recruitment of a TET enzyme. (**f**) DSB forms at or adjacent to the PRDM9-binding site.

**Figure 5—figure supplement 1.**
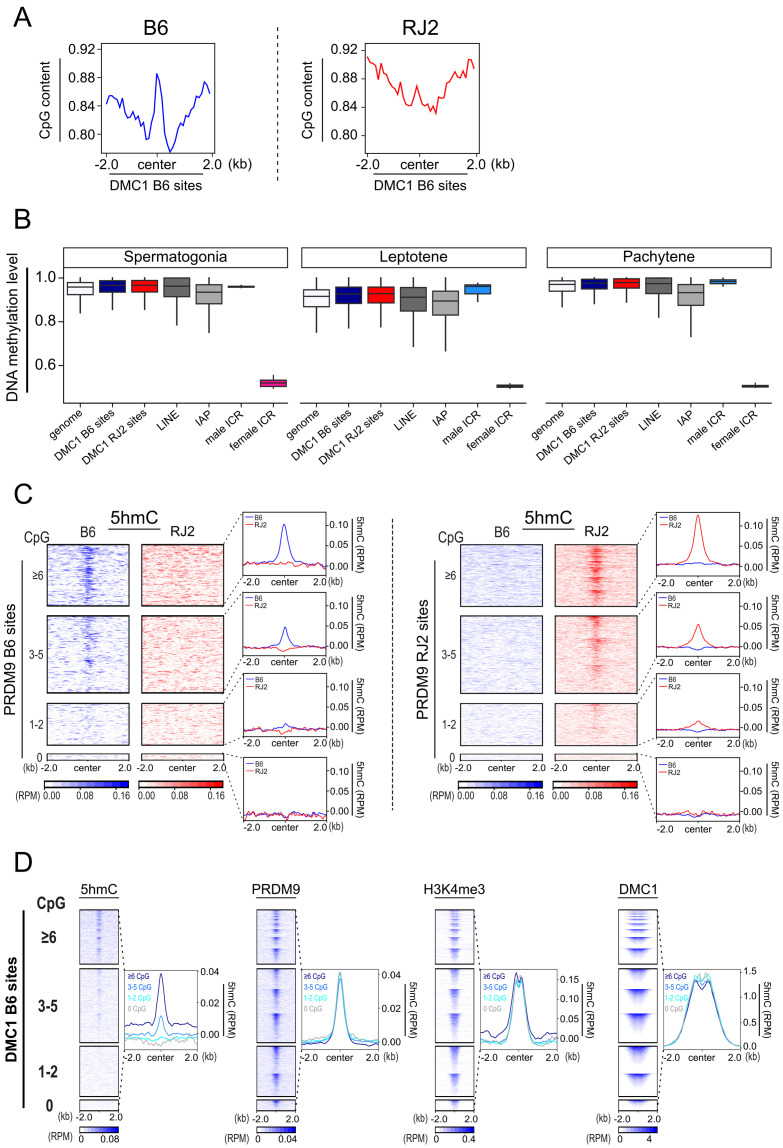
CpG content and 5hmC at meiotic hotspots. (**A**) Average plot of CpG content in 100bp bins centered in a +/- 2 kb window around the DMC1 B6 and DMC1 RJ2 sites. (**B**) Boxplot of cytosine methylation level in the B6 mouse strain at different genomic sites. Boxes show the interquartile range (IQR; the middle 50% of scores) extending from the lower quartile (Q1; 25% of scores fall below this value) to the upper quartile (Q3; 25% of scores fall above this value). Black horizontal lines within boxes show median values. Upper and lower whiskers represent scores outside of IQR. Maximum and minimum scores show highest or lowest scores excluding outliers. DSB sites (B6 (PRDM9^Dom2^): blue, and RJ (PRDM9^Cast^): red), LINE (dark gray), IAP (gray), male imprinted control regions (light blue), female imprinted control regions (pink). Genome average (white). Only regions containing at least one CpG and one informative read were considered. (**C**) Average read enrichment and heatmaps showing 5hmC enrichment in the B6 (blue) and RJ2 (red) strains centered in a +/- 2 kb window around the PRDM9 B6 and RJ2 sites sorted by CpG content. CpG content was calculated within a window of +/- 250bp from the center of the PRDM9 sites. For a given CpG content, the sites on the heatmaps are ranked by decreasing PRDM9 signal intensity from top to bottom. (**D**) Average plots and heat maps of 5hmC, PRDM9, H3K4me3, H3K36me3 and DMC1 centered in a +/- 2 kb window around DMC1 B6 sites, sorted by CpG content. For a given CpG content, the sites on the heatmaps are ranked by decreasing PRDM9, H3K4me3, H3K36me3 and DMC1 signal intensity, from top to bottom.

## Discussion

### A chromatin remodeler for PRDM9 binding

In 2010, the discovery that PRDM9 is the factor directing the location of meiotic DSBs in mammals raised several questions about the underlying molecular process. One of them was how the zinc- finger domain of PRDM9 gains access to its DNA-binding motifs. These DNA sites have no other reported function than being bound by PRDM9, and this occurs specifically in meiotic cells where *Prdm9* is expressed. These sites are located throughout the genome, in genic and intergenic regions, and they do not appear to have any intrinsic feature beyond their DNA sequence. The only identified landmark is their higher GC content relative to their flanking regions that appears progressively over generations due to the process of GC-biased gene conversion during meiotic DSB repair at these sites (Clément and Arndt, 2013; Grey et al., 2017). Moreover, PRDM9-binding sites can differ between mouse strains because the PRDM9 DNA-binding domain is highly mutable, and multiple variants with distinct DNA-binding specificity are present in *Mus musculus* (Buard et al., 2014; Kono et al., 2014; Vara et al., 2019).

One of the major advances of this study, together with the parallel study from C. Baker’s group (Spruce et al., 2020), is the identification of the interaction between PRDM9 and HELLS, and the evidence of its essential role in allowing PRDM9 to access and stably bind to its binding sites (Figure 5C). The interaction between PRDM9 and HELLS was detected by IP-mass spectrometry and by yeast two-hybrid assays (this study) and by co-IPs (Spruce et al., 2020). In addition, and consistent with these interactions, ChIP experiments showed that HELLS is enriched at least at a fraction of PRDM9 sites, presumably the ones with the most efficient PRDM9 binding (Spruce et al., 2020). The chromatin configuration of PRDM9-binding sites has been analyzed by accessibility to MNase and to the transposase Tn5 (ATAC-seq). Before PRDM9 expression (in spermatogonia), most PRDM9-binding sites do not reveal specific accessibility compared with flanking genomic sequences (Chen et al., 2020). Conversely, when PRDM9 is expressed (leptonema), the binding sites show increased chromatin accessibility along few hundred base pairs on both sides of the PRDM9-binding site (Baker et al., 2014; Yamada et al., 2020). The footprint of PRDM9 binding is not detected by ATAC-seq, suggesting a short residency time (Spruce et al., 2020). As PRDM9 promotes H3K4me3 and H3K36me3 deposition on flanking nucleosomes, the chromatin organization at these sites can be examined and reveals a well-positioned arrangement of modified nucleosomes around PRDM9-binding sites. Overall, a striking change of chromatin configuration is observed upon PRDM9 binding, and HELLS plays an essential role in this process. This conclusion is based on the observation that in *Hells* cKO spermatocytes, PRDM9 binding (this study), PRDM9 dependent-H3K4me3 deposition, and chromatin accessibility (Spruce et al., 2020) cannot be detected at PRDM9-binding sites.

HELLS belongs to the SNF2-like family of chromatin remodelers (Flaus et al., 2006), but unlike other members of this family no ATP-dependent nucleosome remodeling activity could be detected in vitro (Burrage et al., 2012). However, in *Xenopus laevis* extracts, HELLS promotes nucleosome remodeling when forming a complex with CDCA7 that contains a 4-CXXC zinc-finger domain (Jenness et al., 2018). Therefore, it could be anticipated that in meiotic cells, HELLS is brought to PRDM9-binding sites by interacting with PRDM9. HELLS-dependent steps, such as nucleosome repositioning and/or stabilization and the subsequent opening of chromatin, could further stabilize the interaction of the PRDM9 zinc-finger domain with these sites, in a process partly similar to the one described for pioneer transcription factors (Mayran and Drouin, 2018). Functionally, HELLS absence leads to a phenotype comparable to the one observed upon *Prdm9* genetic ablation. Indeed, in *Hells* cKO mice, meiotic DSB activity is undetectable at PRDM9 sites and is redirected to sites of open chromatin, such as promoters and enhancers (this study; Spruce et al., 2020), which are called default sites, like in *Prdm9* KO mice (Brick et al., 2012). Therefore, HELLS is an essential determinant of meiotic DSB localization in mice.

Could HELLS have additional role(s) beyond promoting PRDM9 binding? As observed in *Prdm9* KO mice, *Hells* cKO mice show a partial defect in DSB repair and homologous synapsis. By promoting nucleosome reorganization at PRDM9-binding sites, HELLS may contribute to DNA repair. This contribution may concern the chromatin of the broken and also the uncut chromatid because it has been proposed that PRDM9 binds not only to the chromatid where DSBs will occur but also to the intact template (Davies et al., 2016; Hinch et al., 2019). Such ‘symmetric binding’ might enhance interhomolog repair. In theory, HELLS activity could participate in DSB repair by regulating chromatin organization on the broken chromatid (for instance for strand resection), and on the uncut chromatid (for strand invasion). In support of this hypothesis, it has been shown that in somatic cells, HELLS is involved in and facilitates DSB repair (Burrage et al., 2012; Kollárovič et al., 2020). In somatic cells, HELLS might facilitate end-resection by interacting with and recruiting C-terminal interacting protein (CtIP) (Kollárovič et al., 2020). HELLS implication in genome integrity has also been detected in *Neurospora crassa* (Basenko et al., 2016) and *Saccharomyces cerevisiae* (Litwin et al., 2017). In *S. cerevisiae*, the HELLS orthologue Irc5 is required for DNA damage tolerance, and this function implies the loading of the cohesin complex at replication forks (Litwin et al., 2018). In *S. cerevisiae*, cohesin recruitment facilitates DSB repair (Ström et al., 2004; Unal et al., 2004). The hypothesis of a role for HELLS in meiotic DSB repair through enhancing end-resection and/or cohesin loading remains to be tested.

In other cellular contexts, HELLS is a major regulator of DNA methylation, specifically for the silencing of repeated DNA elements, and through the recruitment of the DNA methyltransferase DNMT3B (Myant and Stancheva, 2008; Zhu et al., 2006). This has an impact on DNA methylation genome-wide (Ren et al., 2019; Yu et al., 2014a). Besides altering epigenetic features and the expression of transposable elements (TE), HELLS absence in mouse tissues (brain and liver) and in fibroblasts has very limited consequences on gene expression (Huang et al., 2004; Yu et al., 2014b). In *Hells* KO mouse oocytes, the DNA methylation level of some TE families is reduced and their expression is increased; however, the expression of several meiotic genes is not affected (De La Fuente et al., 2006). The consequences of *Hells* deficiency on DNA methylation and expression have not been tested in spermatocytes. However, in the absence of HELLS, major epigenomic alterations in non-repeated DNA are not expected during meiosis, and consistently, H3K4me3 level at promoters is not altered in *Hells* cKO spermatocytes (Spruce et al., 2020).

### The implication of 5-hydroxymethylcytosine at meiotic DSB sites

The presence of 5hmC at DSB hotspots was first reported by Brick and colleagues (Brick et al., 2018) using genome-wide data on cytosine methylation and hydroxyl-methylation patterns in mouse spermatocytes, mainly at the pachytene stage (Hammoud et al., 2014). Here, we found that this DNA modification is also present at hotspots earlier in meiosis, at leptotene-zygotene stages, when DSB formation takes place. By assessing 5hmC in mouse strains that carry different *Prdm9* alleles (*Prdm9^Dom2^* and *Prdm9^Cst^*), we found that 5hmC deposition depends on PRDM9 DNA-binding specificity. Moreover, we detected 5hmC enrichment in a narrow window of about +/- 250bp around the center of PRDM9-binding sites. Remarkably, PRDM9 binding is not sufficient and PRDM9 methyltransferase activity also is required for 5hmC enrichment. As we showed that 5hmC presence at hotspots does not require SPO11, we propose that 5hmC is promoted by a PRDM9-dependent chromatin modification step before DSB formation (Figure 5C). Therefore, 5hmC is a new feature of the local signature of active hotspots, like the histone modifications H3K4me3, H3K4me36 and H3K9ac (Buard et al., 2009; Davies et al., 2016; Grey et al., 2017; Lam et al., 2019; Powers et al., 2016).

The next question concerns the mechanism of the 5hmC enrichment at PRDM9-dependent hotspots. This enrichment is not observed in somatic tissues (Brick et al., 2018), which is consistent with the PRDM9 dependency we observed and with the PRDM9-specific expression at the leptotene stage of the meiotic prophase (Jung et al., 2019; Spruce et al., 2020). In the mouse male germline, a high level of DNA methylation is induced genome-wide during germline development in spermatogonia before meiosis entry and is maintained during meiotic prophase with a transient reduction at preleptonema (Gaysinskaya et al., 2018). A similar high DNA methylation level is observed at meiotic DSB sites (Figure 5—figure supplement 1D; Chen et al., 2020). Therefore, it could be hypothesized that a TET enzyme promoting the conversion of 5mC to 5hmC (Ito et al., 2010) is recruited upon or concomitantly with PRDM9 binding to its sites. One possible scenario could be that TET recruitment involves HELLS. Indeed, HELLS can interact with one, two, or all three TET enzymes, depending on the cell type (MCF-7 cells, HEK293T, mouse embryonic stem cells) (de Dieuleveult et al., 2020; Jia et al., 2017), and co-localize with 5hmC when stably expressed in HK1 cells (Jia et al., 2017). As no evidence of HELLS/TET interaction in meiotic cells is available, a PRDM9-dependent chromatin modification might be implicated in recruiting the putative TET activity. ZCWPW1, a reader of H3K4me3 and H3K36me3 that is required for efficient DSB repair (Huang et al., 2020; Mahgoub et al., 2020; Wells et al., 2019), might be directly or indirectly involved in this recruitment.

The function of 5hmC at meiotic hotspots is unknown. At least two non-exclusive consequences of 5hmC can be envisioned. First, as 5hmC has been associated with sites of open chromatin, such as active and poised enhancers, in several cell types (Sérandour et al., 2012; Stroud et al., 2013; Szulwach et al., 2011), it could have an active role in recruiting partners or stabilizing interactions, similarly to the recruitment of factors described in neuronal progenitor cells (Spruijt et al., 2013). Second, it has been shown that 5hmC prevents the binding of several methyl-CpG-binding proteins (Jin et al., 2010). One or both of these consequences of the conversion of 5mC to 5hmC could have a positive effect on DSB repair at meiotic hotspots in male meiosis. We favor the second scenario, in which the conversion of 5mC to 5hmC allows antagonizing the binding of factors with affinity for 5mC and which could interfere with meiotic recombination. Indeed, it is difficult to reconcile a positive role for 5hmC with the observation that DSB formation and repair is efficient at hotspots without CpGs in spermatocytes, and at all hotspots in oocytes, which have a low global level of cytosine methylation (Seisenberger et al., 2012).

The control of initiation sites of meiotic recombination by PRDM9 underlies a sophisticated regulation that goes beyond the simple binding to specific DNA motifs in the genome. Clearly, our findings and those from Baker’s laboratory (Spruce et al., 2020) indicate that the control of chromatin is an important step for DSB formation and repair. PRDM9 and HELLS drive epigenetic modifications before and independently of DSB formation, setting the stage for downstream steps. Not only histone modifications but also DNA methylation appears to be a potential additional level of regulation of meiotic recombination, with potential distinct consequences during male and female meiosis where some differences in hotspot activity have been detected (Brick et al., 2018) and from the analysis of 5hmC in the male germ line presented in this study. These observations also highlight the need of understanding the sex-specific features of meiotic recombination in general.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information	
Mouse strains					
	C57BL/6JOlaHsd	Envigo	C57BL/6JOlaHsd	Named B6	
	B10.MOLSGR(A)-(D17Mit58-D17Jcs11)/Bdm (RJ2)	Grey et al., 2009	MGI:5319075	Named RJ2	
	B6;129P2 < Prdm9tm1Ymat>/J	Hayashi et al., 2005	MGI:3624989	Named *Prdm9* KO	
	Spo11 < tm1Mjn>	Baudat et al., 2000	MGI:2178805	Named *Spo11* KO	
	Hells < tm1a(EUCOMM)Wtsi/Ieg>	EUCOM Bradley et al., 2012	MGI:4431905		
	C57BL/6 Tg(CAG-Flpo)1Afst	Kranz et al., 2010	MGI:4453967		
	C57BL/6 Tg(CMV-cre)1Cgn	Schwenk et al., 1995	MGI:2176180		
	Tg(Stra8-icre)1Reb/J <(Stra8-iCre)>	Sadate-Ngatchou et al., 2008	MGI:3779079		
	Tg(RP23-159N6*)23Bdm	Diagouraga et al., 2018	MGI:5565212	Named B6-Tg(YF)	
Cell lines					
	HeLa	ATCC	HeLa S3 ATCC CCL-2.2		
Yeast strains					
	AH109	James et al., 1996		*S. cerevisiae*	
	Y187	Harper et al., 1993		*S. cerevisiae*	
Recombinant DNA reagents					
	PRDM9A-Flag-HA-Nt into retroviral pOZ-FH-N vector	This study	N/A	Vector from Addgene DB3781	
	PRDM9A-Flag-HA-Ct into retroviral pOZ-FH-C vector	This study	N/A	Vector from Addgene cat# 32516	
	pGAD GH for fusion to Gal4 activation domain, modified for Gateway cloning	Van Aelst et al., 1993	Clontech No. 638853	LEU2 marker	
	pAS2dd for fusion to Gal4 DNA-binding domain, modified for Gateway cloning	Fromont-Racine et al., 1997		TRP1 marker	
	pB29 for PRDM9 (aa 1–511) expression fused to LexA for yeast two-hybrid screen	Hybrigenics			
Antibodies					
	Guinea-pig anti-SYCP3	Grey et al., 2009	N/A	Home-made WB: 1/2000 IF: 1/500	
	Rabbit anti-SYCP1	Abcam	Cat# ab15090 RRID:AB_301636	IF: 1/400	
	Rabbit anti-DMC1	Santa Cruz	Cat# scH100 RRID:AB_2277191	IF: 1/200	
	Goat anti-DMC1	Santa Cruz	Cat# scC20 RRID:AB_2091206	ChIP: 24 µg	
	Rabbit anti-HELLS	Novus	Cat# NB 100–278 RRID:AB_350198	WB: 1/2000 IF: 1/200	
	Mouse monoclonal anti-HELLS	Santa Cruz	Cat# sc46665 RRID:AB_627895	IF: 1/100	
	Mouse monoclonal anti-phospho-histone H2AFX (Ser139)	Millipore	Cat# MP05-636 RRID:AB_309864	Named γH2AFX IF: 1/10000	
	Rabbit anti-Gal4 activation domain (GAD) (Millipore, 06–283)		Now at Sigma-Aldrich Cat# ABE476	WB: 1/3000	
	Rabbit anti-Gal4 DNA-Binding domain	Sigma–Aldrich	Cat# G3042 RRID:AB_439688	WB: 1/2000	
	Rat monoclonal anti-Tubulin [YOL1/34]	Abcam	Cat# ab 6161 RRID:AB_305329	WB: 1/3000	
	Rabbit anti-5hmC	Active Motif	Cat# AM 39791 RRID:AB_2630381	hMeDIP: 5 µg	
	Rabbit anti-PRDM9	Grey et al., 2017	N/A	Home-made WB: 1/2000 IF: 1/200 ChIP: 4 µg	
	Rabbit anti-H3K4me3	Abcam	ab8580 RRID:AB_306649	ChIP: 4 µg	
	Goat anti-rabbit IgG-HRP	Pierce	Cat# 1858415 RRID:AB_1185567	WB: 1/10000	
	Goat anti-Guinea-pig IgG-HRP	Jackson Immuno Research	Cat# 706-035-148 RRID:AB_2340447	WB: 1/3000	
	Goat anti-rabbit IgG-Alexa 555	Thermo Fisher Scientific	Cat# ab150078 RRID:AB_2535849	IF: 1/400	
	Goat anti-guinea-pig IgG-Alexa 488	Thermo Fisher Scientific	Cat# ab150185 RRID:AB_2534117	IF: 1/400	
	Donkey anti-mouse IgG-Alexa 680	Thermo Fisher Scientific	Cat# ab175774 RRID:AB_2534014	IF: 1/100	
	Donkey anti-mouse IgG-Alexa 647	Thermo Fisher Scientific	Cat# ab150107 RRID:AB_162542	IF: 1/400	
Oligonucleotides					
	Genotyping *Hells* cKO mice, see Supplementary file 2	This study			
	RT-qPCR, see Supplementary file 3	This study, Buard et al., 2009, Diagouraga et al., 2018	N/A		
Commercial assays or kits					
	DeadEnd Fluorometric TUNEL System	Promega	Cat# G3250		
	Anti-HA beads	Santa Cruz	Cat# sc-500773		
	EZview anti-FLAG M2 Affinity Gel	Sigma–Aldrich	Cat# F2426		
	hMeDIP Kit	Actif Motif	Cat# AM55010		
	NEB Next Ultra Library Preparation Kit	New England Biolabs	Cat# NEB7370S		
	ChIP-IT High Sensitivity Kit	Actif Motif	Cat# AM53040		
	MMLV-based retroviral transduction system	Nakatani and Ogryzko, 2003	N/A		
Chemical compounds					
	HA peptide	Covance	Cat #PEP-101P-1000		
	FLAG peptide	Sigma	Cat #F4799		
	Optiprep Idoixanol	Sigma–Aldrich	Cat# D1556		
	Sytox Green	Thermo Fisher Scientific	Cat# S70020		
	WIN 18466	Tocris Bioscience	Cat# 4736	Hogarth et al., 2013	
	Retinoic Acid	Sigma–Aldrich	Cat# R2625		
Deposited data					
	Mass spectrometry proteomics	ProteomeXchange Consortium	Dataset identifier PXD017337		
	NGS SSDS ChIP (DMC1) and hMeDIP	GEO	GSE145768		
Softwares and Algorithms					
	Bowtie 2		http://bowtie-bio.sourceforge.net/bowtie2/index.shtml		
	Modified BWA algorithm	Khil et al., 2012	N/A		
	Tim Galore!		https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/		
	Bismark		https://www.bioinformatics.babraham.ac.uk/projects/bismark/		
	Bedtools suite		https://bedtools.readthedocs.io/en/latest/content/bedtools-suite.html		

### Mouse strains

The following mouse strains were used: C57BL/6JOlaHsd (hereafter B6), B10.MOLSGR(A)-(D17Mit58-D17Jcs11)/Bdm (RJ2) (Grey et al., 2009), B6;129P2-*Prdm9^tm1Ymat^*/J (B6 PRDM9^KO^) (Hayashi et al., 2005), *Spo11^tm1Mjn^* (B6 SPO11^KO^) (Baudat et al., 2000), C57BL/6J-Tg(RP23-159N6*)23Bdm (B6-Tg(YF)) (Diagouraga et al., 2018). *Hells^tm1a(EUCOMM)Wtsi/Ieg^* mice EUCOM consortium Bradley et al., 2012 have a C57BL/6N genetic background with the *Prdm9^Dom2^* allele. These mice were mated with mice expressing FLP from the CMV promoter (C57BL/6 Tg(CAG-Flpo)1Afst) (Kranz et al., 2010) to generate a floxed (*Hells^fl^*) allele. *Hells^fl/fl^* mice were mated with mice that express CRE under the control of the CMV promoter (C57BL/6 Tg(CMV-cre)1Cgn) (Schwenk et al., 1995) to generate *Hells*-deleted heterozygous mice (*Hells^+/-^*). *Hells^+/-^* mice were mated with Tg(Stra8-icre)1Reb/J (*Stra8-Cre^Tg^*) mice (Sadate-Ngatchou et al., 2008) to generate *Hells^+/-^;Stra8-Cre^Tg^* mice. By crossing *Hells^fl/fl^* mice with *Hells^+/-^;Stra8-Cre^Tg^* mice, *Hells^fl/-^;Stra8-Cre^Tg^* (*Hells* cKO) mice and *Hells^fl/+^*, *Hells^fl/+^ Stra8-Cre^Tg^* or *Hells^fl/-^* (*Hells* CTRL) mice were obtained. RJ2 mice have a C57BL/10 genetic background, very similar to that of B6, and carry the *Prdm9^Cst^* allele. B6-Tg(YF) mice carry both the endogenous wild-type *Prdm9^Dom2^* allele and the transgenic methyltransferase-dead *Prdm9^Cst-YF^* allele (Y357F mutation on *Prdm9^Cst^* allele) on a BAC transgene. All experiments were carried out according to the CNRS guidelines and were approved by the ethics committee on live animals (project CE-LR-0812 and 1295).

### HeLa cells

#### Generation of HeLa cells that express human PRDM9^A^ tagged with Flag-HA

To generate HeLa S3 cells that express PRDM9 tagged with Flag and HA, the previously described MMLV-based retroviral transduction system was used (Nakatani and Ogryzko, 2003). Human PRDM9^A^ was cloned in the pOZ-FH-N and pOZ-FH-C derivative vectors to express PRDM9^A^-Flag-HA-Nt and PRDM9^A^-Flag-HA-Ct, respectively. The HeLa S3 cell lines expressing PRDM9^A^-Flag-HA-Nt and PRDM9^A^-Flag-HA-Ct were generated. HeLa S3 cells were authenticated by STR profiling through Eurofins. Cells were regularly tested with MycoAlert mycoplasma detection kit (Lonza, LT07-218), the ratio of ATP level before and after the addition of the MycoAlert reagent was below 0.9, indicating that the HeLa cells used for these experiments were mycoplasma free.

#### Preparation of HeLa cell protein extracts

Nuclear protein extracts were prepared from 1 L (~10^8^ cells) of cell culture using the Dignam protocol (Dignam et al., 1983) with minor modifications. Extracts were prepared from cells that express PRDM9^A^-Flag-HA-Nt, PRDM9^A^-Flag-HA-Ct or without expression vector.

#### Immunoprecipitation of HeLa cell protein extracts

The PRDM9 complex was purified by immunoprecipitation (IP) using anti-FLAG (IP-FLAG) and -HA antibodies (IP-HA). About 35 mg of proteins from each nuclear fraction were used. FLAG affinity purification was performed with EZview anti-FLAG M2 Affinity Gel (Sigma). Elution was performed with 0.2 mg/ml of FLAG peptide. HA affinity purification was performed with anti-HA beads (Santa Cruz). Elution was performed with 0.4 mg/ml HA peptide (eluate 1 and 2) and 2 mg/ml HA peptide (eluate 3). Eluates 1 and 2 were analyzed on 4–15% acrylamide gels by silver staining (Silver Quest Staining Kit, Invitrogen).

#### Mass spectrometry of HeLa cell immunoprecipitates

Eluates 1 and 2 of IP-HA were pooled and analyzed by mass spectrometry. The pooled proteins were precipitated with the TCA method using the ProteoExtract Protein Precipitation Kit (Calbiochem). All samples purified from protein extracts of PRDM9-Nt- and -Ct-expressing, or non-PRDM9-expressing HeLa cells were analyzed using a Velos-Orbitrap Pro mass spectrometer (Thermo Scientific) at the Taplin Mass Spectrometry Facility. The mass spectrometry data were analyzed with GFY, an application developed in Gygi’s laboratory (Harvard University). Pilot experiments were performed with size separation by gel electrophoresis and protein extraction from slices corresponding to the MW of 70–80 kD and of 95–120 kD before mass spectrometry (130927, samples 43346 to 43351). For the full proteomic analysis, whole samples were sequenced (131026, samples 43738 to 43740). The list of proteins is in Supplementary file 1. Proteins defined as contaminants according to the Crapome and Mitocheck databases (www.crapome.org and www.mitocheck.org/) were removed.

### Preparation of mouse testis protein extracts

For mass spectrometry experiments, nuclear extracts were prepared from mouse testes from 12 to 13 dpp B6 mice (n = 18). Proteins were extracted from nuclei following the Dignam protocol (Dignam et al., 1983).

For analysis of PRDM9 and HELLS expression during mouse spermatogenesis, whole cell extracts were prepared from frozen testes collected from 4, 6, 9, 12, 15 dpp, and adult RJ2 males. Extraction was performed by homogenizing cells with a Dounce homogenizer in 400 mM NaCl, 50 mM Hepes, 1% Triton X-100, 4 mM DTT, complete protease inhibitor, followed by sonication and centrifugation to remove debris.

For PRDM9 and HELLS expression analysis in testes from 22 dpp *Hells* CTRL and *Hells* cKO mice, nuclear extracts were prepared. Testes were homogenized in hypotonic buffer (10 mM Hepes, pH 8.0, 320 mM sucrose, 1 mM PMSF, 1x Complete protease inhibitor cocktail EDTA-free (Roche, Cat. Number 11873580001)) in a Dounce homogenizer. After centrifugation (1000xg at 4°C for 10 min), supernatants were collected and used as cytoplasmic fractions. Nuclear fractions were from pellets that were resuspended in RIPA buffer (50 mM Tris–HCl, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% NP-40, 0.5% Na-deoxycholate, 0.1% SDS, 1x Complete protease inhibitor EDTA-free (Roche)), sonicated and centrifuged to remove debris.

### Western blotting

For PRDM9 and HELLS expression analysis in testes from 22 dpp *Hells* CTRL and *Hells* cKO mice, nuclear fractions (40 µg) were analyzed by western blotting with affinity-purified rabbit anti-PRDM9 (1/2,000) (Grey et al., 2017) and rabbit anti-HELLS (NB100-278, Novus) (1/2,000) antibodies and Guinea-pig serum raised against the mouse SYCP3 residues 24–44 (1/2,000). Secondary antibodies were goat anti-rabbit IgG-HRP (1/10,000) (1858415, Pierce) and goat anti-Guinea-pig IgG-HRP (1/3,000) (706-035-148, Jackson Immuno Research).

For PRDM9 and HELLS expression during mouse spermatogenesis, 50 μg of whole cell extracts were analyzed by western blotting with affinity-purified rabbit anti-PRDM9 (Grey et al., 2017), mouse anti-HELLS (SC-46665, Santa Cruz) and rat anti-tubulin (ab6161, Abcam) antibodies.

### Immunoprecipitation of mouse testis nuclear protein extracts

IP-PRDM9 and IP-Control (mock) were performed with 4 µg of anti-PRDM9 antibody (Grey et al., 2017) or normal rabbit serum and 3.6–3.8 mg of nuclear proteins after pre-clearing with protein A or G Dynabeads (Invitrogen).

### Mass spectrometry of mouse testis protein samples

IP samples were analyzed after separation on 7.5% acrylamide gels and silver staining (Silver QuestTM Staining Kit, Invitrogen). Protein extraction and purification were monitored by western blotting with an anti-PRDM9 antibody (Grey et al., 2017). IP samples were analyzed on an LTQ Velos Pro Orbitrap Elite mass spectrometer (Thermo Scientific), and the obtained data were processed with the MaxQuant software at the Functional Proteomics Platform (IGF, Montpellier). The data outputs include the intensity-based absolute quantification (iBAQ) and label-free quantification (LFQ) intensities for each protein. The iBAQ value is the sum of the intensities of all tryptic peptides for each protein. Therefore, iBAQ values are proportional to the protein molar quantities. LFQ intensities are based on the intensities of each protein and are normalized at multiple levels to ensure that the LFQ intensity profiles across samples accurately reflect the protein relative amounts. Raw data are available at Proteome Exchange. Samples are: 150310_MS_ver3, Res_PRMD9_150805 (two duplicates). The protein list with the quantifications is in Supplementary file 1. Data have been deposited in ProteomeXchange, reference PXD017337.

### Yeast two-hybrid assays

All plasmids used in yeast two-hybrid assays were cloned with the Gateway Gene Cloning Technology (Invitrogen) and transformed in the AH109 and Y187 haploid strains. These strains were transformed with Gal4 DNA-binding domain (GBD) and Gal4 activation domain (GAD) fusion plasmids, respectively. Purified colonies of diploid strains were streaked on SD media plates lacking leucine and tryptophan (LW), or leucine, tryptophan and histidine (LWH), or leucine, tryptophan and histidine with 5 mM amino-triazole (LWH+5mMAT). Interactions between GAD- and GBD-fusion proteins were evaluated after cell growth at 30°C for 3 days. For verification of protein expression, protein extracts were prepared and analyzed by western blotting, as previously described (Imai et al., 2017). The yeast two-hybrid screen was performed by Hybrigenics using a mouse cDNA library prepared using RNA from testes of 14–16 dpp mice.

### Antibodies

Guinea pig anti-SYCP3 (Grey et al., 2009), rabbit anti-SYCP1 (Abcam, 15090), rabbit anti-DMC1 (Santa Cruz, H100), rabbit anti-HELLS (Novus, NB100-278), mouse monoclonal anti-HELLS (Santa Cruz, sc46665), and mouse monoclonal anti-phospho-histone H2AFX (Ser139) antibody (γH2AFX) (Millipore, 05–636) were used for immunostaining. For IP, a home-made anti-PRDM9 antibody was used (Grey et al., 2017). For western blots, anti-PRDM9 (Grey et al., 2017), anti-HELLS (Novus, NB100-278), anti-SYCP3 (Grey et al., 2009), anti-GAD (Millipore, 06–283), anti-GBD (Sigma, G3042), and anti-tubulin (Abcam, ab6161) antibodies were used. For 5hmC analysis, a rabbit anti-5hmC antibody (Active Motif, 39791) was used. For DMC1 ChIP-SSDS, a goat anti-DMC1 antibody (Santa Cruz, C-20) was used. For conventional ChIP experiments, rabbit anti-PRDM9 (Grey et al., 2017) and rabbit anti-H3K4me3 (Abcam, ab8580) antibodies were used.

### Histological analysis of paraffin sections and TUNEL assay

Mouse testes were fixed in Bouin’s solution for periodic acid schiff (PAS) staining, or in 4% paraformaldehyde/1X PBS for immunostaining or TUNEL assay, at room temperature overnight. Testes were then embedded in paraffin and cut in 3µm-thick slices. PAS-stained sections were scanned using the automated tissue slide-scanning tool of a Hamamatsu NanoZoomer Digital Pathology system. TUNEL assay was performed with the DeadEnd Fluorometric TUNEL System (Promega), according to the manufacturer's protocol.

### Immunostaining of nuclei spreads and fixed nuclei

Characterization of *Hells* cKO spermatocytes and meiotic staging of spermatocytes after synchronization were performed on nuclei spreads. Meiotic staging after Fluorescence-Activated Cell Sorting (FACS) was performed using fixed nuclei deposited on poly-lysine coated slides. Spreads were prepared with the dry down technique, as described (Peters et al., 1997), and immunostaining was performed as described (Grey et al., 2009). Staging criteria were the following: pre-leptotene nuclei had weak SYCP3 nuclear signal and no or very weak γH2AFX signal; leptotene nuclei were γH2AFX-positive and SYCP1-negative; early/mid zygotene nuclei had less than nine fully synapsed chromosomes; late zygotene had nine or more fully synapsed chromosomes; and pachytene cells had all chromosomes fully synapsed, excepted for the sex chromosomes. The following antibodies were used: rabbit anti-PRDM9 (Grey et al., 2017), (1:200), rabbit anti-HELLS (NB100-278, Novus, 1:200), mouse anti-HELLS (sc46665, Santa Cruz, 1:100), rabbit anti-DMC1 (H-100, Santa Cruz, 1:200), guinea-pig anti-SYCP3 (Grey et al., 2009, 1:500), anti-SYCP1 (ab15090, Abcam, 1:400) and anti-γH2AFX (05–636, Millipore, 1:10,000).

### Synchronization of meiosis in male mice

The first wave of spermatogonia entry into meiosis initiates at 8 days postpartum (8 dpp). Then, spermatocytes progress to meiotic prophase and reach the leptotene, zygotene and pachytene stages at approximately 11, 13 and 15 dpp, respectively. Hence, the proportion of cells at leptotene/zygotene is 55%, 41% and 26% at these three ages, respectively (Goetz et al., 1984). To obtain a more enriched proportion of leptotene/zygotene spermatocytes, germ cell development was synchronized *in vivo* by manipulating the retinoic acid metabolism, as described in Romer et al., 2018. Briefly, at day two post-partum, mice were treated daily (by pipette feeding) with WIN 18,446 (100µg/gram of body weight), an inhibitor of retinoic acid synthesis that blocks the differentiation of spermatogonia and thus meiosis entry (Hogarth et al., 2013). After 8 to 10 days of treatment, meiosis was initiated synchronously by a single intraperitoneal injection of 100 µg of retinoic acid in 10 µL of DMSO. Between 8 and 9 days after the injection, mice were sacrificed and testes were harvested. At this time point, about 80–85% of spermatocytes were at leptotene/zygotene stage, as assessed by SYCP3, SYCP1 and γH2AFX staining on spermatocyte spreads performed using a small proportion of testis tissue. The remaining testis tissue was processed for nuclei purification and FACS sorting.

### Purification of spermatocyte nuclei and FACS sorting

Synchronized decapsulated testes were fixed in 1% formaldehyde for 10 min. After quenching the reaction, tissues were homogenized and cells were lysed by homogenization with a tight fit homogenizer in homogenizing buffer (50 mM sucrose, 25mM KCl, 5 mM MgCl_2_, 50 mM NH_4_Cl, 120 mM Tris pH7.4). After centrifugation, cells were resuspended in iodixanol-based Optiprep density gradient solution (Sigma-Aldrich D1556). First, a 50% iodixanol working solution was prepared by diluting the Optiprep density gradient solution in working solution (150 mM KCl, 30 mM MgCl_2_, 120 mM Tris pH 7.4) at a ration 1:5. Then, the 50% iodixanol working solution was diluted to a final concentration of 27% in diluent solution (250 mM sucrose, 25 mM KCl, 5 mM MgCl_2_, 20 mM Tris pH7.4). Resuspended cells were centrifuged at 10,000 g at 4°C for 30 min. After discarding the supernatants, isolated nuclei were labeled in labeling solution (1x Sytox green (Thermo Fisher Scientific, S70020) in 250 mM sucrose, 25 mM KCl, 5 mM MgCl_2_, 20 mM tris pH7.4, 1% BSA) at room temperature for 2 hr. Labeled nuclei were filtered through a 70 µm cell strainer and FACS-sorted with a BD FACS Melody sorter (100 µm sort nozzle, 2,000–4,000 events/sec, 34 kHz). First, single nuclei were gated based on their light scatter (forward and reverse side scatter) properties. Second, 4C nuclei were gated based on their DNA content assessed through the fluorescence emitted by the Sytox green fixed on DNA observed with the 488 nm laser. Third, 4C nuclei were separated based on light scatter to gate leptotene-zygotene nuclei. Then, about 10 000 sorted nuclei were deposited on each poly-lysine-coated slide and immunostained with anti-SYCP3, -γH2AFX and -SYCP1 antibodies to verify the prophase I stage. Staining conditions and dilutions are the same as described above. Only samples containing ≥90% of nuclei in leptotene and zygotene stage were used for experiments (see below).

### Immunoprecipitation of genomic DNA containing 5-hydroxymethylcytosine (hMeDIP)

hMeDIP was performed using 5 µg of genomic DNA extracted from a population of 1.5 to 2 *10^6^ leptotene/zygotene spermatocytes (95% pure) (see above). Genomic DNA was obtained by phenol/chloroform extraction and then sonicated to a size of ~150 bp with a Bioruptor pico apparatus (Diagenode, B01060010). Then, Illumina adaptors were added using the NEB Next Ultra Library Preparation Kit (NEB7370S), without the final PCR step. Finally, hMeDIP was performed with the Active Motif hMeDIP Kit (AM, 55010), according to the manufacturers’ manual. Enriched fragments were then amplified by PCR using 12 cycles, as recommended by the NEB Next Ultra Library Preparation Kit. Sequencing was performed on a HiSeqX (2 × 150 bp).

### Chromatin immunoprecipitation of PRDM9 and H3K4me3

ChIP experiments were performed with the ChIP-IT High Sensitivity Kit (Active-motif, 53040). Briefly, testes from two or three synchronized mice (see above) were de-capsulated and fixed in complete tissue fixation solution for 10 min. After quenching the reaction, tissues were homogenized, and cell suspensions prepared by filtering samples through a 40 µm cell strainer. Cells were washed twice with ice-cold 1x PBS, and chromatin was extracted and immunoprecipitated according to the manufacturers’ instructions. 30–40 µg of chromatin was used per IP. The following antibodies (amount) were used: affinity purified anti-PRDM9 (4 µg), anti-H3K4me3 (4 µg).

### Quantitative PCR

Immunoprecipitated DNA was quantified using real-time PCR, as described in Buard et al., 2009. The immunoprecipitated fraction at all Dom2-specific hotspots (ChIP/Input ratio) was normalized to the immunoprecipitated fraction at the Cast-specific hotspot Hlx1.6, where no PRDM9 or H3K4me3 enrichment is detected in B6 mice that express PRDM9^Dom2^ (Diagouraga et al., 2018). As a control for the sample and IP quality, H3K4me3 level was measured at the *Sycp1* promoter. The primer sequences and PCR conditions for the studied sequence tagged sites (STS) (*Pbx1a, 14a, A3, 17b, Hlx1.6, Psmb9.8* and *Sycp1* promoter) were described previously (Buard et al., 2009) and are listed in Supplementary file 3.

### DMC1 ChIP-SSDS

DMC1 ChIP-SSDS and library preparation were performed as described in Grey et al., 2017. Two testes from 5-week-old *Hells^fl/-^* (named *Hells* CTRL in the main text) and three testes from 9-week-old *Hells* cKO mice were used for each replicate. Sequencing was performed on an HiSeq 2500 Rapidmode apparatus (2 × 150 b).

### Next generation sequencing data computational analysis

#### Read alignment

After quality control, 5hMeDIP-seq and DMC1 ChIP-SSDS reads were trimmed to 50 bp and filtered to keep the sequencing read quality Phred score > 28. Reads were then mapped to the UCSC mouse genome assembly build GRCm38/mm10. Mapping was done with Bowtie 2 (version 2.3.2) for the 5hMeDIP-seq experiment, using the single-end mode. DMC1 ChIP-SSDS reads were mapped using the previously published tools (Khil et al., 2012) that allow dealing with the specificities of this experiment. Only non-duplicated and uniquely mapped reads were kept after all alignments and used for the subsequent analysis.

#### Identifying meiotic hotspots using DMC1 ChIP-SSDS data

To identify meiotic hotspots from biologically replicated samples analyzed by DMC1 ChIP-SSDS, the Irreproducible Discovery Rate (IDR) methodology was used, as previously described for this experiment (Diagouraga et al., 2018). This method was developed for ChIP-seq analysis and extensively used in the ENCODE and modENCODE projects (Landt et al., 2012). The framework developed by Qunhua Li and Peter Bickel's group (https://sites.google.com/site/anshulkundaje/projects/idr) was followed. Briefly, this method allows testing the reproducibility within and between replicates by using the IDR statistics. Following their pipeline, peak calling was performed using MACS version 2.0.10 with relaxed conditions (--pvalue=0.1 --bw1000 --nomodel --shift400) for each of the two replicates, the pooled dataset, and pseudo-replicates that were artificially generated by randomly sampling half of the reads twice for each replicate and the pooled dataset. Then IDR analyses were performed, and reproducibility was checked. Final peak sets were built by selecting the top N peaks from pooled datasets (ranked by increasing p values), with N defined as the highest value between N1 (the number of overlapping peaks with an IDR < 0.01, when comparing pseudo-replicates from pooled datasets) and N2 (the number of overlapping peaks with an IDR < 0.05 when comparing the true replicates), as recommended for the mouse genome. Reproducibility between DMC1 replicates was double-checked by testing their peak strength correlation calculated on the peaks recovered after IDR (Pearson’s correlation coefficients were: 0.99 and 0.96 for *Hells* CTRL and *Hells* cKO; Figure 3—figure supplement 1).

#### Comparisons of DSB hotspot maps

All DSB hotspot maps were compared by identifying overlapping (and non-overlapping) peak centers ± 200 bp. First, it was confirmed that the control (i.e. *Hells* CTRL mice) DSB map reflected the wild-type situation, with 96% of *Hells* CTRL DSB hotspots overlapping with the DSB map in B6 mice (Grey et al., 2017), and up to 99% when compared with another DSB map in B6 mice (Smagulova et al., 2016). Then, the *Hells* CTRL and *Hells* cKO and the *Hells* cKO and *Prdm9* KO DSB maps were compared (Figure 3A and C). DSB hotspots and signals were also visually inspected along the genome (a representative view around position 185 Mb of chromosome one is shown in Figure 3E).

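In the window of Figure 3E, on chromosome 1, the *Hells* CTRL list had 2 peaks. The stronger one (185266278 to 185268141, strength 942) was centered in a coding exon of *Rab3gap2*, 3368 bp from the nearest start site of that gene. It was a common peak, with a *Hells* cKO partner of strength 20 (185266495 to 185267802). The 60 bp of reference sequence at its center (185267180 to 185267239) are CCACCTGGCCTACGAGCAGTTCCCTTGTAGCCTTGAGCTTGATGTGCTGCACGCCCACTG. The other *Hells* CTRL peak (185150986 to 185152517, strength 44) was intergenic and had no *Hells* cKO partner. The *Hells* cKO list had 8 peaks in the window. Those at the start sites of *Rab3gap2* (185202751 to 185205182, strength 108), *Iars2* (185328167 to 185329990, strength 99), *Bpnt1* (185331636 to 185332907, strength 43) and *Eprs* (185362336 to 185364387, strength 136) were centered 150, 317, 65 and 178 bp from the nearest start site, respectively. An intergenic *Hells* cKO peak of strength 95 (185191882 to 185193943) lay 11204 bp from the start site of *Rab3gap2*. The remaining *Hells* cKO peaks had strengths of 10 (185441932 to 185443443), 869 bp from a start site of 9630028B13Rik, and of 17 (185447865 to 185449692), 6069 bp from one of *Slc30a10*. None of these *Hells* cKO peaks other than the partner named above had a *Hells* CTRL partner.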

#### Signal normalization and quantitative analysis (DMC1, 5hmC and 5mC)

If not otherwise stated, all read distributions and signal intensities presented in this work were calculated after pooling reads from both replicates and were expressed as read per millions of mapped reads or fragments. DMC1 ChIP-SSDS signal at DSB hotspots was calculated after peak re-centering, and fragment count was normalized to the local background, as previously described (Brick et al., 2012), then normalized to the library size (estimated as the sum of type1-ssDNA, type2-ssDNA and dsDNA). As we previously stated (Papanikos et al., 2019), normalization between *Hells* CTRL and *Hells* cKO samples could not be computed because of altered DMC1 dynamics in the *Hells* cKO. The 5hMeDIP-seq signal was calculated at different genomic regions (the region type and size are detailed in the figure legends) by subtracting the library-normalized input signal from the library-normalized 5hMeDIP-seq signal. For Figure 5 and Figure 5—figure supplement 1C and D, DMC1-SSDS B6 or RJ2 sites were divided in four groups, containing an increasing number of CpGs (0, 1–2, 3–5, and ≥ 6) within a window of +/- 250 bp around the peak center. Besides the group without CpGs, groups were defined to have similar numbers of DMC1-SSDS sites, as follows: 0 CpGs (812 and 821 for the B6 and RJ2 strains respectively); 1–2 CpGs (3915 and 4126 for the B6 and RJ2 strains, respectively); 3–5 CpGs (5649 and 5851 for the B6 and RJ2 strains, respectively);≥6 CpGs (4384 and 4377 for the B6 and RJ2 strains, respectively). The 5mC signal at whole-genome scale, at DSB sites, in LINE, IAPs and ICRs was calculated from whole-genome bisulfite sequencing data from Gaysinskaya et al., 2018. (PRJNA326117). After removing adapter contamination and low-quality reads using trim galore, bisulfite-converted reads were mapped to the UCSC mouse genome assembly build GRCm38/mm10. Mapping in a paired-end mode and methylation call was done using Bismark. Duplicates were not discarded. For the subsequent analysis, only regions with at least one CpG and one informative read were considered. Using the Bedtools suite, the DNA methylation ratio was averaged in 1 kb sliding, non-overlapping windows at the whole genome scale and in the whole interval at DSB sites, in LINE, IAP and ICRs. Median values of 5mC were higher than those reported by Gaysinskaya et al., 2018 and by Chen et al., 2020. For instance, at leptonema, we obtained a genome-wide median DNA methylation level of 91% compared to 77% and 81% respectively in these two studies. These differences, which do not alter the conclusions could be due to the procedures used for reads selection and/or quantification.

### Statistical analysis

The statistical analysis of cytological observations was done with GrapPad Prism 7. Statistical tests for DMC1 ChIP-SSDS were done using R version 3.6.0, and for hMeDIP with python 3.7.4. All tests and p-values are provided in the corresponding legends and/or figures.

## Data Availability

PRIDE partner repository with the dataset identifier PXD017337. NGS data have been deposited at GEO under series record GSE145768. Source data have been provided for Figure 2C–D and Figure 3G. The following datasets were generated: ImaiYBiotM2020PRDM9 activity depends on HELLS and promotes local 5-hydroxymethylcytosine enrichmentNCBI Gene Expression OmnibusGSE14576810.7554/eLife.57117PMC759907133047671 ImaiYBiotM2020Identification of PRDM9 partnersPRIDEPXD017337 The following previously published datasets were used: BrickKThibault-SennettSSmagulovaFLamKGPuYPrattoFCamerini-OteroRDPetukhovaGV2012Extensive sex differences at the initiation of meiotic recombinationNCBI Gene Expression OmnibusGSE9992110.1038/s41586-018-0492-5PMC636456630185906 GaysinskayaVMillerBFDe LucaCvan der HeijdenGWHansenKDBortvinA2018Transient reduction of DNA methylation at the onset of meiosis in male miceNCBI BioProjectPRJNA32611710.1186/s13072-018-0186-0PMC588330529618374

# Supplementary material for: PRDM9 activity depends on HELLS and promotes local 5-hydroxymethylcytosine enrichment
**Source:** eLife. 2020 Oct 13;9:e57117. doi: 10.7554/eLife.57117
**Supplement:** Supplementary file 2.

**Supplementary File 2**

Primers used for genotyping *Hells* cKO mice

| **Name** | **Sequence** | **Genotype** | |  | **Annealing Temperature** | |
| --- | --- | --- | --- | --- | --- | --- |
| ***Hells 5’arm F1*** | TGTGCTTTGGACTAGAGATGTAGC |  | WT: 397bp  *Hells^fl^*: 559bp  *Hells^-^*: - | | 60°C | |
| ***Hells Ex12 R2*** | ACATTGTTCCAAAAATTCAAAAGG |  |  |  |  |  |
| ***Hells 5’arm F2*** | AGACCAAGCTGGCCTCAAACTC |  | WT, *Hells^fl^*: -  *Hells^-^*: 255bp | | 60°C | |
| ***Hells 3’arm R1*** | GTATGCACTAAAGAACGACAAGGA |  |  |  |  |  |
| ***Stra8 cnt FW*** | CTAGGCCACAGAATTGAAAGATCT |  | Control PCR: 324bp | | 60°C |  |
| ***Stra8 cnt RV*** | GTAGGTGGAAATTCTAGCATCATCC |  |  |  |  |  |
| ***Stra8 tg FW*** | GTGCAAGCTGAACAACAGGA |  | No transgene: -  *Stra8-Cre*: ~150bp | | 60°C |  |
| ***Stra8 tg RV*** | AGGGACACAGCATTGGAGTC |  |  |  |  |  |

# Supplementary material for: PRDM9 activity depends on HELLS and promotes local 5-hydroxymethylcytosine enrichment
**Source:** eLife. 2020 Oct 13;9:e57117. doi: 10.7554/eLife.57117
**Supplement:** Supplementary file 3.

**Supplementary File 3**

Primers used in RT-qPCR

| **Name** | **Sequence** | **Hotspot specificity** | |  | **Annealing Temperature** | |
| --- | --- | --- | --- | --- | --- | --- |
| ***Pbx1a-F*** | TAAATCATCGGGGCTTCC |  | *Dom2* | | 58°C | |
| ***Pbx1a-R*** | CCCCTTCCCCATAATACTGA |  |  |  |  |  |
| ***Chr.14a-F*** | TCCTGGTAATTTTTCTTGCTTT |  | *Dom2* | | 58°C | |
| ***Chr.14a-R*** | CCAATCCAATGTCCCTTACA |  |  |  |  |  |
| ***A3-F*** | TCTCAAACAATCCACACTGACC |  | *Dom2* | | | 58°C |
| ***A3-R*** | GGACAAGGCATGAGATAATCAA |  |  |  |  |  |
| ***Chr17b-F*** | CATGGACATGGAGACCTAACTG |  | *Dom2* | | | 58°C |
| ***Chr17b-R*** | TCAGTGGAAGCTCAGAAAATGA |  |  |  |  |  |
| ***Hlx1.6-F*** | TCCAGAGAAGCAGGGACA |  | *Cst* | | 58°C | |
| ***Hlx1.6-R*** | TAACAACTAAACAAAAGCCCAAA |  |  |  |  |  |
| ***Psmb9.8-F*** | TTCATTGTCCCCTTCCTGTA |  | *Cst* | | | 58°C |
| ***Psmb9.8-R*** | TACTGGGAAATGGCTGGTAA |  |  |  |  |  |
| ***Chr3 Cast1-F*** | TGCAAACGCTGGTGATGT |  | *Cst* | | | 58°C |
| ***Chr3 Cast1-R*** | AAGGACTTGGAGTGATGTGGA |  |  |  |  |  |
| ***Chr3 Cast2-F*** | ATCAGAATTGGTGGTCCTGAA |  | *Cst* | | | 62°C |
| ***Chr3 Cast2-R*** | ACTTGATCATGCAGCCTGTG |  |  |  |  |  |
| ***pSycp1-F*** | AAGACGACATGGAACGGAAC |  |  | | 56°C | |
| ***pSycp1-R*** | TTGAGCGCAGACTTGGTAGA |  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

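DMC1 ChIP-SSDS was analysed in testes of *Hells* CTRL and *Hells* cKO mice, with 2 replicates per genotype that the authors merged before they made 1 final peak list per genotype. The mice were 5 weeks old for *Hells* CTRL (2 testes per replicate) and 9 weeks old for *Hells* cKO (3 testes per replicate), so the effect of age was not separated from that of genotype. The 5hMeDIP libraries of the study were not analysed here.

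The authors trimmed the reads to 50 bp, kept reads with a Phred score above 28, mapped them to GRCm38/mm10 with the published tools for single-strand DNA sequencing and kept non-duplicated, uniquely mapped reads. They called peaks with MACS under relaxed conditions on each replicate, on the pooled reads and on pseudo-replicates, and took the top peaks of the pooled reads by the Irreproducible Discovery Rate framework. The value deposited for each peak is the authors' score, its strength. The methods describe a fragment count after re-centering, normalized to the local background and to library size. All strengths in the lists are whole numbers, so they may leave out or scale the library-size step, and the number of reads behind them is unknown. No peak was on chromosome Y. Uniquely mapped reads leave repeated sequence with few reads unless its copies are short in the assembly, where reads of missing copies can gather.

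From the lists, the center of each peak was computed as the midpoint of its interval. Peaks were common when windows of 200 bp on each side of the centers overlapped by at least 1 bp, and the partner of a peak was the nearest center of the other list. Common peaks were grouped by the log2 ratio of the deposited strengths, with thresholds of 1 and -1. Chance overlap and the chance share of peaks near start sites came from 1000 circular shifts of the centers within the assembled part of each chromosome, and comparisons of strengths within a list from 10000 random draws. These permutation tests are one-sided unless another side is given, and the smallest p they can give is 0.001 and 0.0001. Shares have exact (Clopper-Pearson) 95% confidence intervals for counting error only. Peaks are not independent replicates, and no test across mice was possible with 1 list per genotype.

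Start sites were those of all transcripts in GENCODE M21, with a reach of 1 kb from the center, and sequence came from GRCm38.p6. Words of 8 bases were taken from *Hells* CTRL-specific peaks: the 20 words with the largest ratio of peaks with the word within 100 bp of the center to peaks with it in windows 1000 bp away, among words found at 100 or more centers. A tandem repeat was called where at least 0.7 of the bases were identical at a lag of 10 to 400 bp over 500 bp, within 1 kb of the center. Sequence shared with the repeat on chromosome 9 was the percent of words of 14 bases within 500 bp of the center, with 20% as the limit. Peaks on chromosome X were compared with autosomal peaks in 50 classes of *Hells* cKO strength. In the tests of whether a feature accounts for most of a group, the share was set against 50%, since each group is a complete list of peaks. This rule was set after the shares of tandem repeats had been seen.

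The peaks named in the text were the 3 strongest of each list, the 3 strongest of each group of common peaks by the strengths of both lists together, every peak in the window of Figure 3E, and the peaks within 2 kb of the qPCR amplicons of Supplementary file 3. Other peaks named in the closing section were chosen after their values were seen. The alternatives tried were the distance or overlap that counts as shared, the stronger peaks of each list, the autosomes alone, strengths divided by the sum or the median of each list or replaced by percentiles, the log2 threshold, the reach to a start site, protein-coding genes only, and other windows for CpG dinucleotides and words.

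The code was tested on simulated lists of the real sizes. Of 1000 planted common peaks, 99.7% were paired with their partner, and all 997 paired peaks were put in their group. The planted partners lay well within the pairing distance, with log2 ratios away from the thresholds and no noise. These shares therefore check the code and give no error rate for real peaks. Of 100 simulated tandem repeats, 100% were found, and 0% of 100 random sequences were called repeats. The simulated repeats had few changed bases and units shorter than those of the repeats named in the text. How many diverged repeats are missed was not simulated. The draws matched on strength and the shared words of 14 bases had no simulation of their own. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.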

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

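The concentration at the distal end of chromosome X and at the start of chromosomes, the sequence shared with the repeat of chromosome 9, the strong similar peaks with a repeat taken by themselves and the excess of chromosome X peaks were examined only after these patterns had been seen in the lists. The test for tandem repeats was set before its result was seen, and so were the limit on shared words and the matching on strength described here. The limit of 50% by which the shares of tandem repeats are read was set, and its use changed, after these shares were seen. The count at the distal end of chromosome X was first read by the same limit, which would have ruled that region out as the source of most of the strong similar peaks.

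Of the 72 common peaks of similar strength, 11 were in the distal 2 Mb of chromosome X, a region that the paper does not discuss and that holds 16 of the 1129 common peaks (one-sided exact hypergeometric test, p = 1.1e-10, for a region picked from the same data). The test counts each peak as independent, although neighboring peaks may not be, so this p may be too small. In the distal 1 Mb of all chromosomes, the region set before the data were examined, there were 2 of the 72 (same exact test, p = 0.18). That region was measured from the chromosome end, unassembled bases included. Of the 21 similar peaks that reached a strength of 100 in both lists, 8 lay in the distal 2 Mb of chromosome X, in or near *Mid1*. The strongest of these 8 (chromosome X, 169979161 to 169980602) had a strength of 935 in *Hells* CTRL and 700 in *Hells* cKO. On chromosome X the assembled sequence stops at 170881299 and the chromosome ends at 171031299. Most of the 8 peaks would be in the distal 1 Mb if it were measured from the last assembled base. The count of 2, and its p, therefore depend on this choice.

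Reads of tandem repeats whose copies are short in the assembly could give similar strengths in both genotypes. A tandem repeat was found at 6 of the 21 strong peaks (28.6%), more often than at common peaks stronger in *Hells* CTRL (0.771%, Fisher's exact p = 9.6e-08). Of these 6, the 4 on chromosome 9 define its repeat and 2 are at the distal end of chromosome X. Fisher's test counts neighboring peaks as independent, so this p may be too small. At the identity limit used, 15 of the 21 had none, which argues against tandem repeats as the source of most of these peaks. Of the 17 strong peaks outside the chromosome 9 repeat, 4 shared at least 20% of their words with it. With the peaks that define the repeat, its sequence was at 8 of the 21 (72.4% of their summed *Hells* CTRL strength) and absent from 13, so it is not the source of most of them by number. Together, a tandem repeat or that sequence was found at 10 of the 21 peaks, which carried 76.8% of the summed strength. At these 10, reads from repeats short of copies in the assembly and sites used alike in both genotypes cannot be told apart, because the lists do not give the number of copies. At the 51 weaker similar peaks, 0% had a tandem repeat (CI up to 6.98%), which argues against tandem repeats as their source at the identity limit used. No count of the chromosome 9 sequence is given for these 51 peaks, so reads from that sequence stay open there. Of the 8 strong peaks at the distal end of chromosome X, 2 had a tandem repeat and 6 had neither feature. Sites there that are used alike in both genotypes are a further candidate explanation for those 8 and not for the 13 strong peaks elsewhere, but the 8 peaks and the region were both picked from the pattern, and the count decides nothing about it. Copies missing from the assembly without a tandem structure were not tested, nor was the low DSB activity at PRDM9-independent sites that the paper proposes for this group.

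Of the 149 common peaks stronger in *Hells* cKO, 85 were on chromosome X (57.0%), although 4.65% of *Hells* cKO peaks are. The paper does not report this. On chromosome X, 10.7% of *Hells* cKO peaks were in this group (CI 8.62 to 13.0%), and on the autosomes 0.392% (CI 0.302 to 0.500%). Peaks on chromosome X are stronger in the *Hells* cKO list, with a median of 41.5 against 30, and could be called more easily in both lists for that reason. Among 796 autosomal *Hells* cKO peaks drawn to match those of chromosome X in strength, however, a mean of 7.52 were in the group (95% of draws between 3 and 13, highest 17; one-sided permutation test, p = 0.0001, the smallest p that 10000 draws can give), which argues against *Hells* cKO strength as the whole cause. The share on chromosome X was 46.7% when any overlap of the deposited intervals was counted, and 56.9% and 52.1% with centers within 200 and 1000 bp. Other explanations stay open and were not tested: DMC1 signal that is higher or lasts longer on chromosome X in *Hells* CTRL would bring weak sites over the threshold of the *Hells* CTRL list, and these sites may be used more on chromosome X when HELLS is present. The higher median strength of *Hells* CTRL peaks on chromosome X (80 against 63 on the autosomes) goes in the direction of the former. Age, which differs between the genotypes, was not separated either.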

How the results depend on the processing

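The distal 2 Mb of chromosome X, the first 1 Mb of assembled sequence, the correlation without tandem repeats and all settings for the share of chromosome X were chosen after seeing the data, and the other alternatives before. Of the alternative values, 37 stayed within the limits set for them, 32 moved and 4 passed a threshold that the value reported in the text did not. These labels depend on the measure. With centers within 200 bp, the number of common peaks counted as unchanged and its share of *Hells* CTRL peaks as moved. Changes of unit or window also counted as moved, so the tally is not a measure of robustness. No direction was reversed.

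The number of common peaks was between 878 and 1333 under the alternatives other than the restriction to the stronger peaks of each list, which gave 208. As a share of *Hells* CTRL peaks it was 8.78% with centers within 200 bp, 10.9% within 1000 bp, 12.0% with any overlap of the deposited intervals, 3.69% in the stronger peaks and 8.44% on the autosomes, against 10.1%. Chance overlap was 74.9 peaks with *Hells* cKO centers moved by 5 to 100 kb and 75.8 with *Hells* CTRL centers moved, against 59.7. Within 3 kb, 3.81% of *Hells* CTRL-specific and 2.41% of *Hells* cKO-specific peaks had a peak of the other list.

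The ratio of *Hells* CTRL to *Hells* cKO strength at common peaks was 24.2 with medians, 5.03 with strengths divided by their sum and 2.12 with percentiles, against 8.95. The group stronger in *Hells* CTRL had between 799 and 1003 peaks and the group stronger in *Hells* cKO between 107 and 184. The similar group had 32 peaks with a log2 threshold of 0.5, 136 with a threshold of 2 and 146 with any overlap of the intervals, against 72. The share of the group stronger in *Hells* cKO on chromosome X was 46.7% with any overlap of the intervals. The correlation in the group stronger in *Hells* CTRL was 0.662 (Pearson, log2), 0.830 in the strongest 2.5% and 0.697 on the autosomes.

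The share of peaks near a start site in *Hells* CTRL and *Hells* cKO was 4.72% and 56.9% within 500 bp, 13.3% and 64.0% within 2 kb, 5.23% and 54.3% for protein-coding genes, and 7.06% and 77.0% in the stronger peaks. Within 500 bp of the center, the mean number of CpG dinucleotides was 9.32 in *Hells* CTRL and 50.1 in *Hells* cKO. In windows of 50 bp on each side, words were found at 22.2% of the common peaks stronger in *Hells* CTRL and at 8.05% of those stronger in *Hells* cKO.

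Of the similar peaks, 18.1% were in the distal 3 Mb of a chromosome (one-sided exact hypergeometric test, p = 3.1e-08), 15.3% in the distal 2 Mb of chromosome X (p = 1.1e-10) and 12.5% in the first 1 Mb of assembled sequence (p = 3.3e-07). Distal regions were measured from the chromosome end, unassembled bases included. These tests count neighboring peaks as independent. With a log2 ratio between -0.5 and 0.5, 6.25% were in the distal 1 Mb (exact hypergeometric test, p = 0.043), against 2.78% (p = 0.18). Apart from the alternatives built from fewer peaks or a wider reach, the cause of these changes was not tested.

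No paired analysis was possible because each genotype has 1 list of merged replicates, and for the same reason the alternatives that leave out a replicate were not run. The reads behind each strength are unknown, which leaves the strength differences without an error.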

Other observations

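The tests on CpG dinucleotides near and far from start sites and on the class of *Hells* CTRL peaks next to the strongest and the slope without tandem repeats were chosen after the results were seen. How far the slope decides was settled, and changed, only after its value was known. The tests on *Hells* CTRL peaks rich in CpG and on CpG at the weakest *Hells* cKO peaks were set before their own result, but after related CpG values were known.

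The sequence words of *Hells* CTRL-specific peaks, led by GGTGCTAC (301 *Hells* CTRL-specific peaks with it at the center against a mean of 26 in a flank), were found at 37.3% of *Hells* CTRL-specific centers and 8.33% of their flanks. At common peaks stronger in *Hells* CTRL, which were not used to find the words, the share was 39.6% (CI 36.4 to 42.9%), which is consistent with sites of the same kind. It was 16.1% (CI 10.6 to 23.0%) at common peaks stronger in *Hells* cKO and 15.3% (CI 7.88 to 25.7%) at those of similar strength. At *Hells* cKO-specific peaks it was 13.0%. These shares argue against sites of that kind as the source of all the peaks in both common groups. In the flanks the share was 8.05% (CI 5.23 to 11.7%) for the group stronger in *Hells* cKO and 10.4% (CI 5.95 to 16.6%) for the similar group. At *Hells* cKO-specific peaks it was 8.24% in the flanks. Sites of that kind as the source of a part of these groups stay open. No biological explanation was tested beyond the sequence.

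The log2 ratio of the common peaks stronger in *Hells* CTRL had a narrow range. The threshold of the *Hells* cKO list may set this range below the strongest peaks, since only 11.1% of *Hells* CTRL peaks in the ninth of 10 classes of strength were in the *Hells* cKO list, but not in the strongest 2.5%, of which 95.3% were. A small fraction of cells with unchanged *Hells* CTRL sites, the hypothesis the paper favors, would give a slope near 1 between log2 strengths if strengths were proportional to the number of cells. In the strongest 2.5% the slope was 1.32 (CI 1.19 to 1.45), and 1.26 (CI 1.14 to 1.38) without tandem repeats. Over all 908 peaks it was on the other side of 1, at 0.574 (CI 0.531 to 0.616), with 0.494 on the autosomes and 0.746 on chromosome X, but there the *Hells* cKO list leaves out the weaker partners. The log2 ratio did not differ detectably between chromosome X and the autosomes in the strongest 2.5% (difference of medians -0.01, two-sided permutation test, p = 0.86) or over all 908 peaks (difference 0.09, same test, p = 0.076). The effect of the authors' background correction on the slope was not tested, so these slopes do not decide for or against a small fraction of cells.

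Strength rose with the number of CpG dinucleotides within 250 bp in *Hells* cKO (Spearman rho 0.480 across peaks, which are not independent replicates) and not in *Hells* CTRL (rho -0.0368). Nearness to a start site is not the whole cause, since rho was 0.205 in *Hells* cKO peaks farther than 1 kb from one. Among peaks with at least 6 CpG dinucleotides, rho was -0.0678 in *Hells* CTRL and 0.466 in *Hells* cKO. This does not decide on a library bias toward CpG-rich fragments in both genotypes, because the sets were not matched on CpG number. The *Hells* CTRL set also held 146 of the 149 common peaks stronger in *Hells* cKO. That group was rich in CpG (mean 36.2) and weak in *Hells* CTRL (median strength 34), which lowers rho there. A bias in both genotypes or in the *Hells* cKO libraries alone stays open, as do differences between the genotypes.

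The *Hells* cKO peaks farther than 1 kb from a start site are weaker than the others (median strength 21 against 42), and the share near start sites rises with strength. Weak or spurious calls as their source were not decided by the share near start sites, which was 34.0% in the weakest class and would stay near that value even if all the peaks far from start sites were spurious. In the weakest class, the 1130 peaks far from start sites had a mean of 5.90 more CpG dinucleotides within 200 bp of the center than 1 kb away (CI 5.53 to 6.28), which argues against random positions as the source of all of them. A share of spurious calls among them, or start sites missing from the annotation, stays open.

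Peaks on chromosome X were stronger than autosomal peaks in both lists. The ratio of median strengths was 1.27 in *Hells* CTRL and 1.38 in *Hells* cKO (one-sided permutation test, p = 0.0001 for each, the smallest p that 10000 draws can give), and 2.33 and 1.38 with means. In genotype-specific peaks alone, the ratio of medians was lower, at 1.18 (same permutation test, p = 0.005) and 1.25 (p = 0.0001). No explanation was tested.

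The sites that the study used for qPCR with the Dom2 variant of PRDM9 were all common peaks, with strengths in *Hells* CTRL and *Hells* cKO of 1385 and 53 at Pbx1a, 1140 and 38 at 14a, 256 and 10 at A3, and 1421 and 42 at 17b. At the *Sycp1* promoter, a peak was found only in *Hells* cKO (strength 126). Of the sites of the other variant, Hlx1.6 had a *Hells* cKO peak of strength 30 within 2 kb, and Psmb9.8, Chr3 Cast1 and Chr3 Cast2 had no peak in either list.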
